# Peripheral modulation of Pumilio in intestinal stem cells and the c*orpus allatum* affects sleep latency in *Drosophila*

**DOI:** 10.1371/journal.pone.0337303

**Published:** 2026-04-08

**Authors:** Josué A. Rodríguez-Cordero, Marialena Dorta Avilés, Imilce A. Rodriguez-Fernandez, Alfredo Ghezzi, José E. Lizardi-Ortiz, José L. Agosto-Rivera

## Abstract

While central circuits governing sleep are well-studied, the contribution of signaling from peripheral tissues remains a critical yet less understood aspect of sleep regulation. The highly conserved RNA-binding protein Pumilio (Pum) is a post-transcriptional regulator expressed in multiple tissues that influence systemic physiology, but its role in modulating basal sleep from peripheral tissues has not been established. Although Pumilio’s function in central neurons has been linked to sleep homeostasis following deprivation, whether it regulates sleep through peripheral mechanisms remains unknown. Here, we use conditional genetic tools in the fruit fly *Drosophila melanogaster* to demonstrate that genetic manipulation of *Pumilio* targeting the intestinal stem cells (ISCs) and the endocrine *corpus allatum* (CA) regulates the transition to sleep. Reducing Pumilio function in either the ISCs or the CA independently and significantly accelerates nighttime sleep onset, while overexpression produces the opposite effect. This behavioral change is accompanied by widespread transcriptional alterations in the head, characterized by a robust upregulation of genes involved in cellular stress responses. Our findings reveal a previously unrecognized gut-endocrine-brain signaling axis and identify peripheral post-transcriptional regulation as a key input to the central control of sleep behavior.

## Introduction

Sleep is a fundamental and highly conserved biological process essential for physiological homeostasis and optimal cognitive function. Difficulties in initiating sleep, a condition known as sleep-onset insomnia, are a primary symptom of insomnia disorders. These conditions represent a significant clinical challenge, affecting approximately 10% of the adult population worldwide and underscoring the importance of understanding their distinct regulatory mechanisms [1–4]. Current pharmacological interventions for insomnia, which include GABA receptor and melatonin receptor agonists, mainly target the central nervous system [5]. While sleep is primarily governed by central brain circuits, contributions from peripheral tissues are increasingly recognized as critical determinants of behavioral state [6–9].

Systemic signals originating from organs, such as the gut, communicate the body’s metabolic, microbial, and immunological status to the brain through hormones and metabolites, linking internal physiology to complex behaviors, including appetite, eating behavior, and sleep [10–12]. Understanding this inter-organ communication may therefore be key to dissecting how distinct aspects of sleep, such as its initiation and maintenance, are differentially regulated. The fruit fly, *Drosophila melanogaster*, with its robust genetic toolkit and conserved sleep-like state, serves as a genetically amenable model for dissecting how specific peripheral signaling pathways impinge upon central circuits to modulate these facets of sleep [13–15].

Pumilio (Pum) is a highly conserved RNA-binding protein that mainly functions as a post-transcriptional repressor. First identified for its critical role in establishing abdominal patterning in the *Drosophila* embryo, Pumilio achieves its function by binding to specific sequences, most commonly in the 3’ untranslated regions of target mRNAs [16]. Often in complex with cofactors such as Nanos and Brat, Pumilio orchestrates the translational repression or stabilization of transcripts, thereby fine-tuning protein expression [17–19].

In recent years, the gut–brain axis has emerged as an important bidirectional communication network linking intestinal physiology with neural activity and behavior. Growing evidence indicates that gut-derived signals, shaped by epithelial renewal, microbial composition, and immune status, influence brain function and sleep–wake cycles through circulating metabolites, hormones, and inflammatory mediators [20,21]. Within this context, intestinal stem cells (ISCs) play a pivotal role in maintaining epithelial integrity and responding to physiological stress [22]. Moreover, studies in both flies and mice have shown that sleep loss disrupts gut homeostasis and ISC function [23,24], positioning ISCs as potential modulators of systemic signals that impact brain function and behavioral states such as sleep initiation.

In this study we performed conditional, tissue-specific genetic manipulations to uncover a novel role for Pumilio in regulating sleep latency. Our results demonstrate that reducing Pumilio function in two distinct peripheral sites, intestinal stem cells and the endocrine *corpus allatum* (CA), significantly and independently accelerates the onset of nighttime sleep. This discovery suggests a coordinated or parallel control system originating from metabolically and hormonally active tissues. To gain molecular insights into the brain’s response to these peripheral signals, we performed transcriptomic analysis on heads of flies in which *pumilio* was knocked down in the ISCs and CA. This analysis revealed that peripheral *pumilio* manipulation induces widespread gene expression changes in the brain, most notably a robust upregulation of genes involved in cellular stress responses. Together, these results define a novel gut- and endocrine gland-to-brain signaling network that specifically regulates the transition to sleep, highlighting post-transcriptional regulation in the periphery as a critical input for central behavioral control.

## Materials and methods

### snRNA-seq data from fly cell atlas

The t-SNE plots for *pumilio* single-nucleus expression in adult intestinal tissue were obtained from ASAP (https://flycellatlas.org/asap), using publicly available snRNA-seq data from the Fly Cell Atlas ([25]; GEO accession GSE120537). To visualize normalized expression by cell annotation, the corresponding loom file was downloaded from ASAP, accessed using loompy [26] (v3.0.8), and plotted with seaborn [27] (v0.13.2) using Python (v3.12).

### Fly stocks

*Drosophila melanogaster* stocks were reared on Nutri-Fly Bloomington Formulation media (Genesee Scientific, San Diego CA) under a 12:12 hr light/dark cycle. Flies for TARGET system [28] experiments were raised at 18°C; all other stocks were raised at 25°C.

The following stocks were obtained from the Bloomington Drosophila Stock Center (BDSC) unless otherwise noted: UAS-pum^RNAi^ (VALIUM10, RRID: BDSC_26725), UAS-pum^RNAi^ (VALIUM20, RRID: BDSC_36676), UAS-GFP (VALIUM10, RRID: BDSC_35786), UAS-mCherry^RNAi^ (VALIUM20, RRID: BDSC_35785), UAS-EGFP^RNAi^ (VALIUM22, RRID: BDSC_41558). These RNAi lines were generated by the TRiP project [29]. We also used UAS-Pum (provided by Michael Stern (Rice University) and described in Schweers et al. [30]), UAS-tubGal80ts (RRID: BDSC_7017). UAS-tdTomato (RRID: BDSC_36328), UAS-RpL3-FLAG (RRID: BDSC_77132), Aug21-Gal4 (RRID: BDSC_30137), ISC-KCKTts-GAL4 (RRID: BDSC_91411), esg-Gal4, UAS-2xYFP; Su(H)GBE-Gal80, tub-Gal80ts (prepared by S. Hou (NIH, USA) provided by Heinrich Jasper lab (Buck Institute for Research on Aging, now at Genentech Inc.)). Within the article “ts” is used as shorthand for tubGal80ts.

Knockdown of *pumilio* using BDSC_26725 was previously validated via qPCR by our laboratory [31].

See Table S1 in S1 File for genotypes used in each experiment.

### Sleep assays

Flies were allowed to mate for two days post-eclosion and were transferred to fresh food every 2–3 days until they reached the experimental age of 6–8 days. For all experiments, the age difference between individuals was no more than two days.

For sleep assays, individual flies were briefly anesthetized with CO₂ and placed in 5 mm polycarbonate tubes containing either standard 5% sucrose in 2% agar or Nutri-Fly media as specified. The tubes were placed in *Drosophila* Activity Monitors (DAMs; TriKinetics, Waltham, MA) inside an environmentally controlled incubator set to 80% humidity and a 12:12 hr light/dark cycle. Data were acquired using the DAMSystem3 software (TriKinetics). DAM data was analyzed using MATLAB.

Following an initial acclimation period, baseline activity was recorded for several days. For experiments utilizing the TARGET system, transgene expression was controlled by shifting the temperature [28]. The TARGET system allows for temporal and spatial control of gene expression by combining the Gal4-UAS binary system [32] with a ubiquitously expressed, temperature-sensitive version of the Gal4 repressor, Gal80 (tubGal80ts). At the permissive temperature (18°C), Gal80ts is active and inhibits Gal4, preventing it from driving expression of the UAS-linked transgene. When flies are shifted to the restrictive temperature (29°C), Gal80ts is inactivated, allowing Gal4 to function and induce transgene expression. Sleep was defined as any period of five or more consecutive minutes of inactivity [13,33]. Nighttime sleep latency was calculated as the time from lights-off to the first bout of sleep [34].

Sleep assay statistical analyses were performed using GraphPad Prism (Version 10.5.0, GraphPad Software, La Jolla, CA). For comparisons between two experimental groups on a given night, differences were assessed using the non-parametric Mann-Whitney test, unless otherwise stated. Data from experiments with multiple groups across several days, such as the RNAi control and dietary challenge experiments, were analyzed using a mixed-effects model with a Geisser-Greenhouse correction, followed by Tukey’s post-hoc test for multiple comparisons. All data are presented as mean ± s.e.m.

### RNAseq

Following the sleep assay, sample collection and processing were performed using a modified version of the protocol described by Jensen et al. [35]. Flies of each genotype were pooled in 50 mL polypropylene tubes and allowed to recover from the stress of the transfer from the 5 mm diameter polycarbonate tubes for 30 minutes inside an environmentally controlled incubator at 29°C. Flies were then flash-frozen in liquid nitrogen. To separate heads from bodies, frozen flies were placed on liquid nitrogen-cooled sieves and vortexed for 20 seconds, followed by re-cooling in liquid nitrogen for 10 seconds. This cycle was repeated three times for a total of 1 minute of vortexing. For each biological replicate, 10 heads were collected and pooled in 1 mL of TRI Reagent (Sigma-Aldrich) and homogenized with RNAse-free plastic pestles. Total RNA extraction and sequencing was outsourced to Novogene (Sacramento, CA, USA) using the company’s standard procedures. Stranded mRNA sequencing libraries were prepared from purified poly-A-containing mRNA and sequenced on an Illumina NovaSeq platform to generate approximately 12 Gb of 150 bp paired-end reads per sample.

For bioinformatic analysis, raw reads were first assessed for quality using FastQC v0.12.1 [36] and trimmed for adapters and low-quality sequences using Trimmomatic v0.39 [37]. Trimmed reads were then aligned to the *Drosophila melanogaster* reference genome (dm6) and gene expression quantified using STAR 2.7.11b [38]. Following quantification, batch effects were corrected using ComBat-seq [39] (PCA in Fig. S1 in S1 File). Subsequently, differential expression analysis was performed using DESeq2 [40]. Gene Ontology (GO) term and pathway enrichment analysis were conducted using GeneCodis4 [41].

All RNA-seq data generated in this study are publicly available in the NCBI Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE319953.

### Imaging

Widefield fluorescence microscopy images were acquired on a Nikon Eclipse microscope equipped with a Nikon DS-Qi2 camera and controlled by NIS-Elements BR 4.30.01 software. A 10x objective was used for image capture, utilizing a standard red fluorescence filter. Images were recorded as 1608 x 1608 pixel frames with 1x1 binning, an exposure time of 1 second, and a gain of 1.0x. The resulting image calibration was 0.73 µm/pixel. Images were cropped to focus on the head and neck of the files.

## Results

### Intestinal expression of *pumilio*

To characterize the expression pattern of *pumilio* (*pum*) within the adult *Drosophila* intestine, we analyzed publicly available single-nucleus RNA sequencing (snRNA-seq) data from the Fly Cell Atlas [25] (Fig 1). The analysis revealed that *pum* is broadly expressed across multiple intestinal cell types (Fig 1a and 1b).

**Fig 1:**
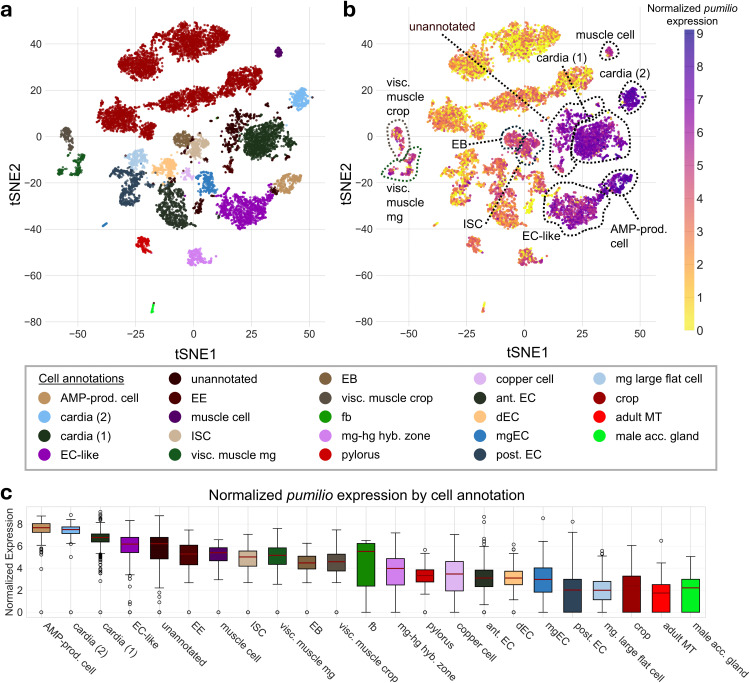
Expression of *pumilio* across adult *Drosophila* intestinal and associated cell types. **(a)** tSNE plot of single-nucleus RNA-seq data from the adult *Drosophila* gut showing annotated cell clusters from the Fly Cell Atlas ([25]; GEO accession GSE120537). Legend for cell annotation using different colors per cluster. **(b)** Normalized *pumilio* expression projected onto the same t-SNE embedding, visualized using ASAP (https://flycellatlas.org/asap). Color gradient indicates log-normalized expression values (Seurat). Dashed outlines highlight clusters with high *pumilio* expression. **(c)** Boxplots showing normalized *pumilio* expression across annotated cell categories. Solid red line marks the median. *Abbreviations:* adult MT, adult Malpighian tubule; AMP-prod. cell, antimicrobial peptide-producing cell; ant. EC, anterior enterocyte; cardia (1) and cardia (2), distinct cardia cell clusters; dEC, differentiating enterocyte; EB, enteroblast; EC-like, enterocyte-like cell; EE, enteroendocrine cell; fb, fat body; ISCs, intestinal stem cells; mgEC, midgut enterocyte; mg-hg hyb. zone, midgut–hindgut hybrid zone; mg large flat cell, midgut large flat cell; muscle mg, midgut visceral muscle; visc. muscle crop, visceral muscle of the crop; post. EC, posterior enterocyte; pylorus, pyloric region; copper cell, copper cell region; crop, crop epithelium; male acc. gland, male accessory gland.

Notably, *pum* showed robust expression within the key progenitor and signaling lineages of the gut, including intestinal stem cells (ISCs), the enteroblasts (EBs), and the hormone-secreting enteroendocrine (EE) cells (Fig 1c). While the highest expression levels were detected in specialized populations such as antimicrobial peptide-producing (ECs) and cardia cells (forming the proventriculus), the significant expression in the ISC lineage suggested a potential role for *pum* in regulating intestinal renewal and inter-organ communication. This observation motivated subsequent experiments aimed at determining the functional consequences of manipulating Pumilio levels within ISCs.

### Conditional knockdown of *pumilio* in esg + Su(H)GBE-Gal80–restricted cells (ISCs and CA) accelerates sleep onset in male flies

Based on the expression of *pumilio* in ISCs, we next sought to determine its functional role in these cells using conditional RNA interference (RNAi) in *Drosophila melanogaster* via the TARGET system (*Gal4/Gal80*^*ts*^) [28,32]. We used the *esg-Gal4* driver, which is widely used to target ISCs and EBs since ISCs were first characterized in 2006 [42,43]. However, it has recently been reported that this driver also directs expression in the endocrine *corpus allatum* (CA) [44]. We therefore assessed the effects of manipulating *pum* expression in both ISCs and the CA.

To restrict expression to ISCs while excluding EBs, we used a fly line carrying *esg-Gal4* combined with *Su(H)GBE-Gal80* transgenes. In addition, the line carries a transgene encoding a temperature-sensitive Gal80 repressor (tub-Gal80^ts^) driven by the ubiquitous tubulin promoter, which allows temporal control of Gal4 activity. This TARGET line was crossed to different UAS transgenes to modulate *pumilio* expression under temperature control. Experimental flies (*esgGal4*^*ts*^ *> UAS-pum*^*RNAi*^) and controls (*esgGal4*^*ts*^ *> UAS-GFP*) were placed in *Drosophila* Activity Monitors and maintained at 18°C, a temperature at which transgene expression does not occur, for a 60-hour baseline period, and then shifted to 29°C to induce *pum*^*RNAi*^ or *GFP* expression in ISCs and the CA. This combination restricts esg-Gal4 expression to intestinal stem cells while excluding enteroblasts, and also drives expression in the *corpus allatum*.

Sleep profiles (Fig 2a) and representative raster plots (Fig 2b) were generated for each genotype under the different temperature regimes, and distinct features of sleep architecture were analyzed (Fig 2c-2h). Induction of *pum^RNAi^* at 29°C significantly reduced nighttime sleep latency in male flies relative to controls (Fig 2d). Although total nighttime sleep was also significantly altered (Fig 2c), the reduction in sleep latency was the most consistent and pronounced effect of *pum* knockdown. Other sleep architecture parameters, such as episode number and duration, showed no overall differences (Fig 2e-2h).

**Fig 2:**
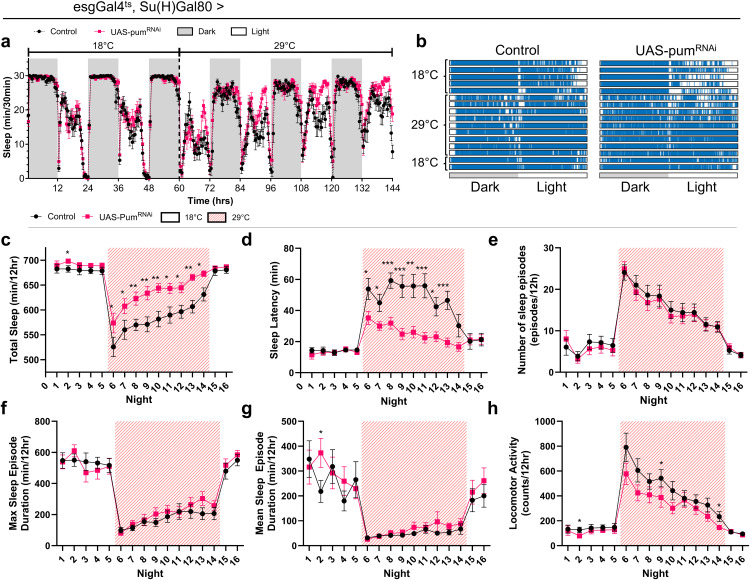
Conditional knockdown of *pumilio* in ISCs and CA reduces nighttime sleep latency in adult males. **(a)** Sleep profile comparing *pum*^*RNAi*^ male flies (*esgGal4*^*ts*^*, Su(H)Gal80 > UAS-pum*^*RNAi*^ (VALIUM10); pink line) and control flies (*esgGal4*^*ts*^*, Su(H)Gal80 > UAS-GFP*; black line), showing average sleep (min/30 min). Data represents 60 hours of baseline period at 18°C, followed by 84 hours with transgene expression at 29°C. Light and dark cycles are indicated by white and grey bars, respectively. **(b)** Raster plots of representative individual control and *pum*^*RNAi*^ male flies showing their 24-hour sleep patterns during baseline (18°C) and knockdown expression (29°C) periods. Each row represents one day; blue indicates sleep (≥ 5 min inactivity). **(c-h)** Quantification of nighttime sleep parameters over 16 consecutive nights. Flies were maintained at 18°C for 5 nights (baseline), shifted to 29°C for 9 nights (induced knockdown, indicated by shaded background), and returned to 18°C for 2 nights (reversal). For **a** and **c-h**, values are mean ± s.e.m (* *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001, Mann-Whitney test). Genotypes: Control (*esgGal4*^*ts*^*, Su(H)Gal80 > UAS-GFP*, n = 15), *pum*^*RNAi*^ (*esgGal4*^*ts*^*, Su(H)Gal80 > UAS-pum*^*RNAi*^ (VALIUM10), n = 17).

Similar trends in sleep latency reduction upon *pumilio* knockdown were observed in female flies (S2 Fig in S1 File). The core phenotype of reduced sleep latency in males was reproducible across independent experimental repeats (Fig. S3 in S1 File). While both sexes exhibited changes in sleep latency, the effect was consistently stronger and more reproducible in males. Therefore, subsequent analyses focused on male flies to facilitate robust comparisons and minimize variability across experiments.

Importantly, this phenotype was specific to *pumilio* inactivation, as demonstrated by comparisons with control RNAi constructs (Fig. S4 in S1 File, Table S2 in S1 File), and was dependent on Gal4-mediated expression, with no effects observed from leaky transgene expression in the absence of the driver (Fig. S5 in S1 File). Furthermore, the sleep latency phenotype persisted regardless of dietary conditions, as both standard Nutrifly food (Bloomington recipe) and 5% sucrose alone yielded the same *pum*^*RNAi*^ sleep phenotypes (Fig. S6 in S1 File, Table S3 in S1 File).

### Conditional overexpression of *pumilio* in esg + Su(H)GBE-Gal80–restricted cells (ISCs and CA) tends to delay sleep onset in male flies

To determine whether overexpressing *pumilio* levels had an opposing effect, we performed conditional overexpression of *pumilio* using the same temperature-sensitive TARGET system (*esgGal4*^*ts*^*, Su(H)Gal80 > UAS-pum*). Male flies overexpressing *pumilio* were compared to genetic controls lacking either the UAS or Gal4 transgene. Upon temperature shift to 29°C, *pumilio* overexpression resulted in a significant decrease in total nighttime sleep (Fig 3a,3c). We also observed a significant increase in nighttime sleep latency on specific nights after the temperature shift (Fig 3b,3d). However, unlike the knockdown phenotype, this latency effect was variable across the experimental window and was not consistently sustained throughout the induction period. Together, these data indicate that pumilio overexpression broadly produces effects opposite to knockdown but suggest that increased *pumilio* levels disrupt sleep maintenance as well as sleep initiation.

**Fig 3:**
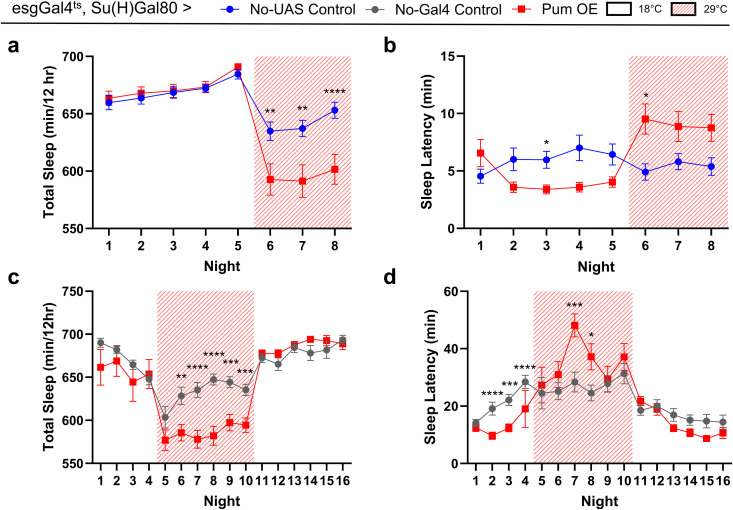
Conditional overexpression of *pumilio* in ISCs and CA tends to increase nighttime sleep latency in male flies. **(a,b)** Nighttime total sleep **(a)** and sleep latency **(b)** over an 8-night period. Experimental flies (Pum OE; *esgGal4*^*ts*^*/ + ; Su(H)Gal80/ UAS-pum, UAS-RpL3-Flag*, n = 64) were compared to control flies lacking the *UAS-pum* transgene (No-UAS Control; *esgGal4*^*ts*^*/ + ; Su(H)Gal80/ UAS-RpL3-Flag*, n = 63). **(c,d)** Nighttime total sleep **(c)** and sleep latency **(d)** over a 16-night period. Experimental flies (Pum OE; *esgGal4*^*ts*^*, Su(H)Gal80 > UAS-pum*, n = 28) were compared to a driverless UAS control (No-Gal4 Control; *CyO/ +* ; *UAS-pum/ +* , n = 28). For all panels, temperature was shifted from 18°C to 29°C (indicated by shaded regions) at the beginning of night 6 to induce overexpression. Values and error bars are mean ± s.e.m. (* *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001 for comparisons by Mann-Whitney test).

### Head transcriptome analysis reveals systemic steady-state changes in RNA abundance in response to peripheral pumilio knockdown

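Poly-A RNA from heads of male flies was sequenced in 3 control libraries and 3 pum kd libraries, each made from 10 pooled heads of flies kept at 29 °C. The driver in both genotypes is active in intestinal stem cells (ISCs) and the corpus allatum (CA), the gland that makes juvenile hormone, and Su(H)Gal80 blocks it in enteroblasts. The control flies carried an RNAi transgene against mCherry, a protein that flies do not have. The authors trimmed the reads, aligned them to dm6 with STAR and deposited the number of reads on each gene without normalization or batch correction. The gene counts summed to 34300972, 33445243 and 34230836 in control replicates 1, 2 and 3, and to 33258537, 39377789 and 34510379 in pum kd replicates 1, 2 and 3. The paper gives its depth in bases of paired reads instead, and the values here use the gene counts. A second deposited table holds the authors' normalized values after ComBat-seq, a batch correction for counts, and their DESeq2 comparison. From the deposited counts, edgeR's quasi-likelihood test with TMM normalization was run on the 10696 genes that passed edgeR's filter on low counts. Genes were called at the paper's thresholds, an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Normalized counts are given as CPM, counts scaled to a common library size with TMM factors. The number of calls depended on the filter, on the test, on whether a batch correction came first and on the libraries included. The precision at low counts was less than the depth alone gives. Among genes whose counts in the other libraries predicted 20 to 40 reads, between 12.8% and 27.6% had 0 reads in a given library. Limits set from a count of 0 cover counting error only, because the reads carry no molecular identifiers.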

To investigate the molecular changes in the head tissues that might underlie the observed sleep phenotype following *pum* knockdown in esg + Su(H)GBE-Gal80–restricted cells, we performed RNA sequencing (RNAseq) on heads from *pum kd* (*esgGal4*^*ts*^*; Su(H)Gal80 > UAS-pum*^*RNAi*^) and control (*esgGal4*^*ts*^*; Su(H)Gal80 > UAS-mCherry*^*RNAi*^) male flies. This approach enabled the identification of steady-state changes in RNA abundance associated with peripheral *pum* manipulation, potentially driven by systemic signals from the gut or CA. 

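The targeted gene, pum (FBgn0003165), lies on chromosome 3R of dm6 from 9066343 to 9237682, on the minus strand. Its normalized counts were 346, 168 and 270 CPM in control replicates 1, 2 and 3, and 176, 192 and 228 CPM in pum kd replicates 1, 2 and 3. The means were 261 ± 89.5 CPM (SD, n = 3) in control heads and 199 ± 26.8 CPM (SD, n = 3) in pum kd heads, and the groups overlapped. This is a log2 fold change of -0.40 (standard error 0.25, adjusted p = 0.993 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so no difference in head pum RNA was detectable. This value ranged from -0.60 without control replicate 2 to -0.14 without control replicate 1. With a correction for gene length, chosen after the values were seen, it was -0.14. The transgene acts in ISCs and the CA, whereas these libraries are of whole heads. The paper leaves open that a small subset of neurons is affected as well.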

Behavioral validation confirmed reduced sleep latency in the cohort used for RNAseq (Fig 4a).

**Fig 4:**
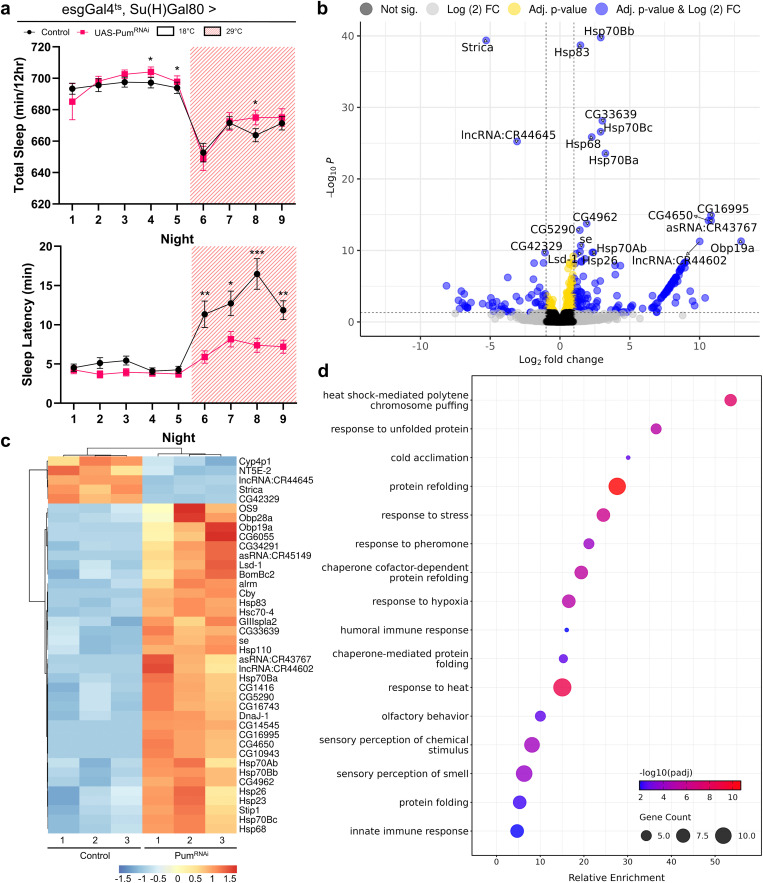
RNAseq of *Drosophila* heads reveals transcriptome-level changes related to altered sleep latency after *pumilio* knockdown in ISCs and CA. **(a)** Nighttime total sleep (left) and sleep latency (right) for male flies used in RNAseq experiments, comparing control (*esgGal4*^*ts*^*, Su(H)Gal80 > UAS-mCherry*^*RNAi*^, n = 63) with *pum* knockdown flies (*esgGal4*^*ts*^*, Su(H)Gal80 > UAS-pum*^*RNAi*^ (VALIUM20), n = 62). *Pumilio* knockdown flies show significantly lower sleep latency, while no overall difference in total sleep was observed. Values are mean ± s.e.m. Asterisks indicate statistically significant differences (* *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001, Mann-Whitney test). **(b)** Volcano plot illustrating differentially expressed genes (DEGs) from the RNAseq analysis. Significantly up- and down-regulated genes are highlighted in blue (*P*-adj < 0.05 and |log_2_FoldChange| ≥ 1), with key genes labeled. **(c)** Heatmap displaying hierarchical clustering of the top 40 (lowest *P*-adj DEGs). Cutoffs for differentially expressed genes were *P*-adj < 0.05 and |log_2_FoldChange| ≥ 1. **(d)** Gene Ontology (GO) enrichment analysis of the 220 DEGs. -log_10_(*P*-adj) shown as a gradient of blue to red. Multiple enriched clusters correspond to temperature and stress responses.

Differential expression analysis identified 220 genes significantly altered upon *pum* knockdown (*P*-adj < 0.05, |log_2_FoldChange| ≥ 1), as visualized in the volcano plot (Fig 4b; full list of differentially expressed genes in Table S4 in S1 File; full DESeq2 results in S2 File). 

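On the deposited counts without batch correction, 11 genes passed both thresholds, 9 of them higher and 2 lower in pum kd heads. By the same edgeR test, 529 of the 10696 genes tested had an unadjusted p under 0.05, no more than chance gives at that threshold. All 11 are among the 220 genes called in the authors' deposited table, of which 182 could be tested and 180 of those changed in the same direction. The count was 73 when every gene with at least 1 count was tested. It was 220 with DESeq2 after ComBat-seq by the batches that give back the authors' normalized values, an alternative chosen after the values were seen. Without control replicate 3 the count was 1, and without control replicate 2 it was 30. Strica (FBgn0033051), a caspase gene on chromosome 2R from 6020311 to 6023144, had the lowest p-value. It fell from 17.1 ± 3.13 CPM (SD, n = 3) in control heads to 0.398 ± 0.174 CPM (SD, n = 3) in pum kd heads. Its log2 fold change was -5.42 (standard error 0.38, adjusted p = 0.000361 by edgeR's quasi-likelihood test). The RNAi transgenes of the genotypes come from different stocks, and no variants were called. A strain difference at Strica therefore cannot be told apart from an effect of pum knockdown. The other lower gene was lncRNA:CR44645, at 12.3 ± 1.29 CPM and 1.49 ± 0.229 CPM (SD, n = 3 each). CG33639 rose from 22.0 ± 8.14 CPM to 166 ± 33.1 CPM (SD, n = 3 each), a log2 fold change of 2.92 (standard error 0.27, adjusted p = 0.00232 by edgeR). CG5290 rose from 24.0 ± 5.04 CPM to 59.1 ± 6.65 CPM (SD, n = 3 each). CG16995 had 0 counts in every control library and 90, 124 and 185 counts in pum kd replicates 1, 2 and 3. Against a floor of 3 counts it was at least 42.2-fold higher in pum kd heads, and against 3 molecules, at the reads per molecule estimated for each library, at least 2.24-fold higher. The calls of CG5290 and CG16995 were lost without control replicate 3 and without any one of the pum kd libraries, and that of CG5290 also without control replicate 1. From the DEGs that it lists, the paper concludes that peripheral pum manipulation leads to molecular changes in the head.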

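Of the 40 genes with the lowest adjusted p in the authors' deposited table, 38 could be tested on the deposited counts and 11 were called by edgeR's quasi-likelihood test. All 40 changed in the direction given in that table, and in 37 the 3 libraries of one genotype lay above the 3 of the other. These genes were chosen for differing between the groups. Over the 10696 genes tested, 10.3% had groups that did not overlap, where chance gives 10%. The libraries were also clustered over all genes tested, by average linkage on 1 minus Pearson's correlation of log2 CPM. Pum kd replicates 2 and 3 joined first, at a height of 0.0472, and pum kd replicate 1 joined them. Control replicates 1 and 3 joined each other at 0.0542 and then the pum kd branch at 0.0623. Control replicate 2 joined last, at 0.0649, so the 3 control libraries did not form a branch of their own. Correlations across genes lay between 0.925 and 0.953 within genotypes and between 0.927 and 0.945 between them. Genes are not independent replicates.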

A heatmap of the top 40 differentially expressed genes (DEGs) illustrates distinct transcriptomic profiles between *UAS-pum*^*RNAi*^ and control flies, demonstrating clustering of samples by genotype (Fig 4c).

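GO terms were not analysed here. In their place, 6 gene families were fixed by gene symbol and tested as sets with fry, which allows for correlation between genes, and with camera at a preset correlation of 0.01. The cytochrome P450 family was taken as the 76 genes tested with Cyp and a digit in the symbol. This also takes in Cyp1 and Cyp40, which are cyclophilin genes, and the pseudogenes Cyp6a15Psi and Cyp6t2Psi. The family had a fry adjusted p of 0.370, with 46 higher and 30 lower in pum kd heads. The 8 circadian clock genes, included as a check on collection time, had a fry adjusted p of 0.370, with 7 lower. Camera's preset correlation gave an adjusted p of 0.0109 for each of these 2 families. Among the 6 families, the call by camera held under fry for the heat shock genes and not for the antimicrobial peptide, cytochrome P450 or clock genes.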

Gene Ontology (GO) analysis of the 220 DEGs revealed significant enrichment for several functional categories (Fig 4d). 

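Of the 22 heat shock genes tested, 21 were higher in pum kd heads, and in 18 every pum kd library lay above every control library, where chance gives 10% of genes with groups that do not overlap in either direction. The median log2 fold change of the family was 1.34, and its adjusted p was 0.0274 by fry over the 6 families. With a correlation estimated from the data, camera gave an adjusted p of 0.0857. With each library left out in turn, the fry adjusted p ranged from 0.00260 to 0.153, and it was above 0.05 without any one of the 3 control libraries or pum kd replicate 3. In total, 6 of the 22 genes were called, against 11 of all 10696 genes tested (Fisher's exact test, two-sided, p = 1.65e-14, across genes that are not independent). Summed over the family, the normalized counts were 7049, 7250 and 6948 CPM in control replicates 1, 2 and 3, and 14258, 11620 and 11585 CPM in pum kd replicates 1, 2 and 3. Reads of the near-identical Hsp70 copies could be split between them by the counting, which makes the value of each copy uncertain. The counts of 6 Hsp70 copies were therefore also summed, and the sum had a log2 fold change of 2.68 (standard error 0.27, adjusted p = 0.00366 by edgeR's quasi-likelihood test). Flies of each genotype had been pooled in tubes at 29 °C before freezing, so any effect of that handling coincides with genotype.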

Notably, terms related to “response to heat” (*P*-adj = 2.14 × 10^-9^), “response to unfolded protein” (*P*-adj = 5.27 × 10^-6^), “response to stress” (*P*-adj = 5.41 × 10^-7^), and “protein refolding” (*P*-adj = 2.03 × 10^-11^) were prominent, consistent with the strong upregulation of multiple heat shock protein genes. Among these, *Hsp83* was one of the most significantly upregulated DEGs (log_2_FoldChange = 1.47, *P*-adj = 2.04 × 10^-39^) and appears in the top 40 DEGs shown in the heatmap. 

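Hsp83 (FBgn0001233) lies on chromosome 3L of dm6 from 3192969 to 3197059, on the plus strand. Its normalized counts were 1589 ± 91.8 CPM (SD, n = 3) in control heads and 4153 ± 713 CPM (SD, n = 3) in pum kd heads. The lowest pum kd library, at 3711 CPM, lay above the highest control library, at 1676 CPM. From these, edgeR gave a log2 fold change of 1.39 (standard error 0.18, adjusted p = 0.0159 by edgeR's quasi-likelihood test). With each library left out in turn, the log2 fold change stayed between 1.28 and 1.49. The edgeR adjusted p rose to 0.314 without control replicate 3, to 0.0607 without pum kd replicate 1 and to 0.0629 without pum kd replicate 2. Hsp68 rose from 33.6 ± 0.652 CPM to 135 ± 57.8 CPM (SD, n = 3 each), with an edgeR adjusted p of 0.0297. Hsp70Bb, whose reads may also fall on other copies, rose from 10.1 ± 2.73 CPM to 65.3 ± 26.5 CPM (SD, n = 3 each), with an edgeR adjusted p of 0.00871. Hsp26 rose from 42.4 ± 12.6 CPM to 218 ± 121 CPM (SD, n = 3 each), and its edgeR adjusted p was 0.0636.

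**Figure D1:**
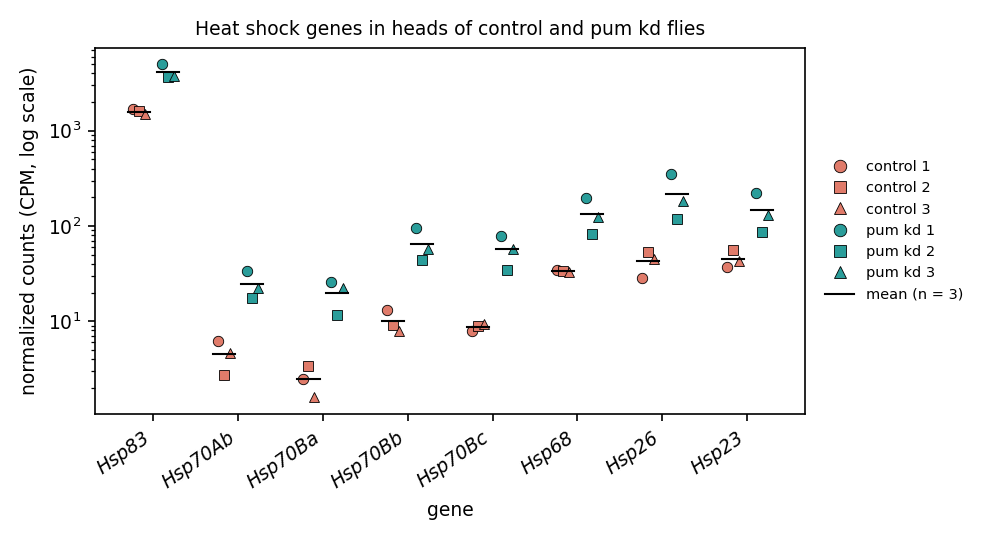
Normalized counts (CPM, log scale) of 8 heat shock genes in the 3 control and 3 pum kd libraries. Each symbol is a library and each bar the mean of 3 libraries. For Hsp83 the pum kd libraries lie between 3711 and 4975 CPM, above the control libraries.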

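The 29 antimicrobial peptide genes tested, fixed by gene symbol, were higher in pum kd heads in 23 cases and lower in 6, with a fry adjusted p of 0.370. The family took in the Tot genes, of which the paper names TotX among antimicrobial peptides. TotA, TotM and TotC were among the lower genes, and TotX was higher. Over every gene of the family, also those not tested, normalized counts summed to 800.2, 1887 and 989 CPM in control replicates 1, 2 and 3. In pum kd replicates 1, 2 and 3 the sums were 1938, 6418 and 2427 CPM. The difference was uneven between libraries. Pum kd replicate 1 was at or under the highest control library for 17 of the 29 genes. Camera at its preset correlation gave an adjusted p of 1.12e-05, which did not hold under fry or with an estimated correlation, where camera gave 0.320. The 31 odorant-binding protein genes tested were higher in 20 cases and lower in 11, with a fry adjusted p of 0.964. The direction of this family was downward when only genes with a mean of at least 1 CPM were tested, and without control replicate 1 or pum kd replicate 1.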

Other enriched GO categories included “response to hypoxia”, “humoral immune response”, “innate immune response”, and sensory functions such as “olfactory behavior”, “response to pheromone”, and “sensory perception of smell”. 

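Hsp70Bc rose from 8.73 ± 0.828 CPM (SD, n = 3) in control heads to 56.7 ± 21.7 CPM (SD, n = 3) in pum kd heads. Its log2 fold change was 2.70 (standard error 0.28, adjusted p = 0.00471 by edgeR's quasi-likelihood test). Hsp23 rose from 45.2 ± 9.58 to 147 ± 69.8 CPM (SD, n = 3 each), with an edgeR adjusted p of 0.124. The antimicrobial peptide gene AttA had 1.51, 28.2 and 2.79 CPM in control replicates 1, 2 and 3, and 1.29, 179.7 and 155 CPM in pum kd replicates 1, 2 and 3. AttC had 8.79, 61.3 and 0.853 CPM in the control libraries and 2.70, 1271 and 349 CPM in the pum kd libraries, in the same order. DptB had 3.59, 20.8 and 0.177 CPM in the control libraries and 1.05, 739 and 144 CPM in the pum kd libraries. For these 3 genes the groups overlapped, and the edgeR adjusted p was 0.869, 0.808 and 0.692. TotX was at 6.08 ± 2.42 and 10.5 ± 2.35 CPM (SD, n = 3 each), with an edgeR adjusted p of 0.905. The odorant-binding protein gene Obp69a rose from 1.32 ± 0.167 to 6.30 ± 5.40 CPM (SD, n = 3 each), and Obp56a fell from 16.9 ± 5.30 to 5.78 ± 0.872 CPM (SD, n = 3 each). Their edgeR adjusted p was 0.449 and 0.0991. Obp19a had 0 counts in every control library and 816, 306 and 16 counts in pum kd replicates 1, 2 and 3. It was at least 125-fold higher against a floor of 3 counts and at least 6.64-fold higher against 3 molecules, with an edgeR adjusted p of 0.168. Without pum kd replicate 1 these limits were 48.8-fold and 2.59-fold. When every gene with at least 1 count was tested, Hsp23, AttC, DptB, Obp69a, Obp56a and Obp19a passed both thresholds. Of the 16 genes that the text names from these data, 14 had an adjusted p under 0.05 when adjusted over the list alone and 2 over all genes tested. The list was chosen on these samples, so the first count is not independent evidence.

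**Figure D2:**
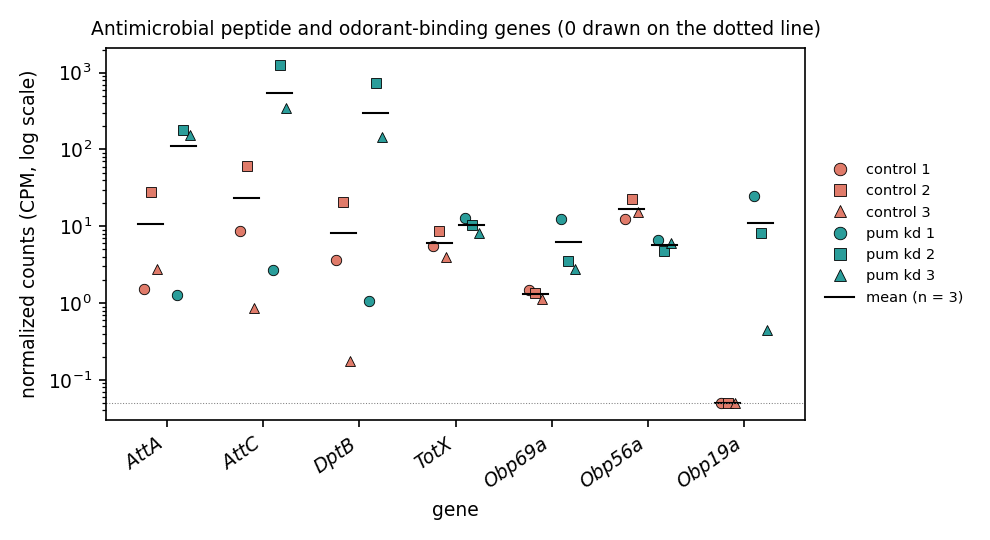
Normalized counts (CPM, log scale) of 4 antimicrobial peptide genes and 3 odorant-binding protein genes in the 3 control and 3 pum kd libraries. Each symbol is a library, each bar the mean of 3 libraries, and values of 0 are drawn on the dotted line. Pum kd replicate 1 lies with the control libraries for AttA, AttC and DptB.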

The DEGs contributing to these categories include stress-responsive genes involved in hypoxia (e.g., Hsp70Bc, Hsp23), antimicrobial peptides (e.g., AttA, AttC, DptB, TotX), and odorant-binding proteins (e.g., Obp69a, Obp56a, Obp19a), indicating broad transcriptional changes in head tissues associated with peripheral *pumilio* depletion.

### *Pumilio* function in both ISCs and the CA contributes to sleep latency control

Given that the *esgGal4; Su(H)Gal80* transgenes can drive *Gal4* in both ISCs and the CA [44], we next aimed to determine the relative contributions of these cells and tissues to the sleep latency phenotype. We performed targeted *pum* knockdown using more specific drivers: *ISC-KCKT*^*ts*^*-GAL4* for ISCs [45] and *Aug21-Gal4*^*ts*^ for the CA [46,47].

Targeted *pum* knockdown in ISCs significantly reduced nighttime sleep latency compared to controls (Fig 5a), with no concurrent change in total sleep duration. Likewise, CA-specific *pum* knockdown also led to a significant decrease in nighttime sleep latency (Fig 5b), without affecting total sleep. These results indicate that *pumilio* activity in both ISCs and the CA independently contributes to the regulation of nighttime sleep onset.

**Fig 5:**
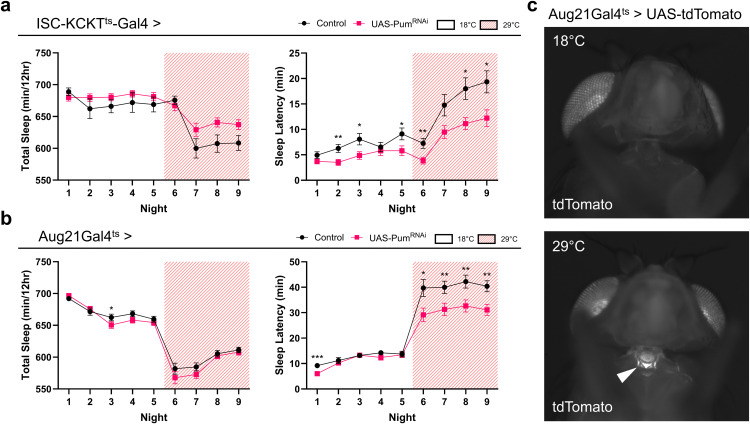
Tissue-specific knockdown of *pumilio* in ISCs or the CA reduces nighttime sleep latency. **(a)** Nighttime total sleep (left) and sleep latency (right) for male flies with *pum* knockdown specifically in ISCs (*ISC-KCKTts-Gal4 > UAS-pum*^*RNAi*^ *(VALIUM20)*, n = 53) compared to control flies (*ISC-KCKTts-GAL4 > UAS-mCherry*^*RNAi*^, n = 51). While sleep latency is reduced, a slight non-significant difference in total sleep was observed at 29°C. **(b)** Nighttime total sleep (left) and sleep latency (right) for male flies with *pum* knockdown specifically in the CA (*Aug21Gal4*^*ts*^ *> UAS-pum*^*RNAi*^ *(VALIUM20)*, n = 95) compared to control flies (*Aug21Gal4*^*ts*^ *> UAS-mCherry*^*RNAi*^, n = 96). Sleep latency is reduced with no overall difference in total sleep. For (a) and (b) values and error bars represent mean ± s.e.m. Asterisks indicate statistically significant differences between genotypes (* *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001, Mann-Whitney test). **(c)** Representative fluorescence images demonstrating temperature-dependent expression of a reporter (*Aug21Gal4*^*ts*^ *> UAS-tdTomato*) in the *corpus allatum* at 29°C but not at 18°C. Eye pigment autofluorescence is detected in both images. Arrowhead points at CA.

Temperature-dependent expression in the CA only at 29°C was confirmed by generating a fly with the *Aug21-Gal4*^*ts*^ driver and UAS-tdTomato; fluorescence was observed in the CA only at 29°C (Fig 5c).

## Discussion

In this study, we investigated the role of the RNA-binding protein Pumilio in mediating communication between specific peripheral cell populations and the central circuits that control sleep. Pumilio is a highly conserved post-transcriptional regulator known for its critical functions in maintaining various stem cell populations [19] and, within the brain, for modulating sleep homeostasis in response to sleep loss [31]. However, its function in peripheral tissues as a regulator of basal sleep has remained unexplored.

We began by examining the expression of *pum* within the adult *Drosophila* intestine, where analysis of published snRNA-seq data revealed that *pum* is broadly expressed across various intestinal cell types, with notable enrichment in ISCs, EBs, a subset of ECs, and the cardia. Importantly, ISC activity is coordinated by both local signals within the gut epithelium and systemic cues originating from distant organs including the brain (reviewed in Miguel-Aliaga et al. 2018 [22]; Rodriguez-Fernandez et al. 2020 [48]). These interorgan signaling networks provide a framework through which intestinal cell populations can influence neuronal function and behavior. While additional work is required to define the directionality and mechanisms of these interactions, this context supports the possibility that signals arising from the intestinal epithelium may contribute to gut–brain communication.

While broad expression alone does not establish a direct signaling role, the presence of *pum* in intestinal cell types previously linked to systemic signaling (e.g., endocrine, metabolic and immune signaling) supports the hypothesis that Pumilio may influence brain-regulated sleep behavior. Our functional experiments were designed to test this possibility.

Importantly, a growing body of work in *Drosophila* demonstrates that peripheral tissues regulate sleep through diverse endocrine, metabolic, immune, and gut-derived signaling pathways. For example, ecdysone acts as a systemic steroid hormone that modulates sleep amount and rhythmicity by signaling from peripheral tissues to the brain [49]. Similarly, systemic metabolites such as carnitine influence sleep architecture through effects on brain fatty acid metabolism [50]. In addition, immune-like cytokine signals originating from the fat body, including the JAK/STAT ligand Unpaired 2 (Upd2), have been shown to regulate sleep and arousal through peripheral tissue–to–brain communication [51]. Likewise, gut-derived peptides such as CCHa1 modulate arousability during sleep via defined central neural circuits [52]. Together, these studies highlight that sleep regulation in *Drosophila* is highly sensitive to peripheral physiological state, providing a broader framework in which intestinal and endocrine tissues can influence brain-regulated sleep behaviors.

Although we initially focused on manipulating *pum* in ISCs using the commonly employed *esg-Gal4; Su(H)Gal80* driver, recent studies have shown that this driver can also express UAS-transgenes in additional tissues, including the CA [44]. We therefore tested the combined contribution of ISCs and CA. We found that conditional knockdown of *pum* simultaneously in ISCs and CA significantly accelerated the onset of nighttime sleep in male flies. This effect is bidirectional at the phenotypic level and is observed upon genetic manipulation of *pum* in these cell populations, as conditional overexpression produced the opposite sleep latency phenotype. In females, this effect was present but weaker and less consistent among experimental biological replicates.

Pumilio proteins are well-characterized post-transcriptional regulators that typically bind to the 3’ untranslated regions of target mRNAs to repress their translation or promote their degradation [19,53]. While neuronally expressed *pum* has been implicated in sleep homeostasis following chronic sleep deprivation [31], our results establish a novel role for Pum in ISCs and the CA influencing basal sleep latency.

To explore potential downstream molecular events in the brain that correlate with the altered sleep phenotype, we performed RNA sequencing on heads from flies with ISC and CA *pum* knockdown. This analysis of the head transcriptome revealed 220 DEGs, indicating that peripheral *pum* manipulation leads to molecular changes in the head. While head samples include non-neuronal tissues (e.g., fat body, muscle), the brain represents the predominant tissue mass, suggesting that these changes likely reflect alterations in the central nervous system. Gene Ontology analysis of these DEGs showed a significant enrichment for terms related to cellular stress, such as “response to heat” and “protein folding.” This is consistent with our observation of a strong upregulation of multiple heat shock protein (Hsp) genes. Hsps are recognized for their neuroprotective functions and can be induced by various stressors, including conditions like sleep deprivation [54,55]. The heat-shock pathway has also been linked to the distribution of sleep across the day, with differences seen at 18°C vs 29°C [56].

Our head transcriptome analysis also highlighted other widespread physiological adjustments. For instance, several odorant-binding proteins, genes involved in lipid metabolism (e.g., *Lsd-1*, *Acsx2*), and cytochrome P450s were differentially expressed. 

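Lsd-1 (FBgn0039114, chromosome 3R, 23763857 to 23766662), a lipid droplet gene, rose from 105 ± 36.0 CPM (SD, n = 3) in control heads to 229.6 ± 61.1 CPM (SD, n = 3) in pum kd heads, and the groups did not overlap. Its log2 fold change was 1.13 (standard error 0.27, adjusted p = 0.372 by edgeR's quasi-likelihood test). Acsx2 had 30, 24 and 7 counts in control replicates 1, 2 and 3, and 429, 187 and 21 counts in pum kd replicates 1, 2 and 3. The groups overlapped, and the edgeR adjusted p was 0.545. Both genes passed the thresholds with DESeq2 on the deposited counts. On the deposited counts with the filter on low counts, edgeR called none of the 76 genes of the cytochrome P450 family and none of the 31 odorant-binding protein genes. The authors' deposited table calls 5 and 8 genes of these families. After the gene length correction, chosen after the values were seen, edgeR called Cyp4p1 (log2 fold change -1.35, adjusted p = 0.00334). It then also called Obp56a, Obp99d, Obp56h and Obp19a. Obp69a, Obp56a and Obp19a were called by edgeR when every gene with at least 1 count was tested. In the P450 family, 11 genes had groups that did not overlap, 7 of them higher in pum kd heads, where chance gives 10% of genes.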

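NT5E-2 (FBgn0050104) lies on chromosome 2R of dm6 from 17485002 to 17493169. It had 25.9, 22.9 and 18.0 CPM in control replicates 1, 2 and 3, and 5.49, 6.35 and 11.2 CPM in pum kd replicates 1, 2 and 3. Every pum kd library lay below every control library, the most extreme of the orders that 3 libraries against 3 allow. Its log2 fold change was -1.54 (standard error 0.29), with an adjusted p of 0.145 by edgeR's quasi-likelihood test. It passed the thresholds with DESeq2 on the deposited counts and when every gene with at least 1 count was tested.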

The alteration in *NT5E-2*, an ecto-5’-nucleotidase involved in purine metabolism, is also noteworthy given the well-established role of adenosine as a key sleep homeostatic factor [57–60]. These diverse transcriptional changes underscore the complex systemic impact of manipulating Pum function in peripheral tissues.

### Bridging peripheral *Pumilio* function and central sleep control – Potential mechanisms

Our tissue-specific knockdown experiments implicate both the ISCs and the CA as anatomical sites where genetic manipulation of *pum* significantly alters sleep latency. The CA is the primary endocrine gland for Juvenile Hormone (JH) biosynthesis [61], while ISCs play key roles in gut homeostasis and inter-organ communication [22,62,63], suggesting that hormonal signaling is a plausible mediator of the observed sleep phenotypes. Given the established role of JH signaling in regulating sleep and locomotor activity in *Drosophila* [64,65] this pathway emerges as a candidate for mediating the effects of peripheral *pum* manipulation on sleep.

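Kr-h1 (FBgn0266450), which encodes a transcription factor induced by juvenile hormone, lies on chromosome 2L of dm6 from 6082603 to 6096498. It had 47.6, 30.1 and 37.3 CPM in control replicates 1, 2 and 3, and 26.1, 27.3 and 27.5 CPM in pum kd replicates 1, 2 and 3. The log2 fold change was -0.51 (standard error 0.20), with an unadjusted p of 0.0260 and an adjusted p of 0.834 by edgeR's quasi-likelihood test. The adjusted p was 0.0347 when adjusted over the list alone, the list being the 16 genes named in the text. Most of that list was called by the paper on these same libraries, so this value is not independent evidence of a fall. The log2 fold change ranged from -0.62 to -0.32 with each library left out in turn. With the gene length correction, chosen after the values were seen, it was -0.36 (edgeR adjusted p = 0.450). Kr-h1 was called under no alternative. Met, the juvenile hormone receptor gene, had 42.0 ± 8.36 CPM in control heads and 40.9 ± 4.22 CPM in pum kd heads (SD, n = 3 each). Its log2 fold change was -0.04 (standard error 0.19), and its direction changed under other settings, with a value of 0.13 without control replicate 1.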

Notably, in our RNA-seq data we did not observe a significant change in the expression of the direct JH-response gene *Kr-h1* in the head, suggesting that peripheral *pumilio* knockdown does not simply elevate JH levels in the head. Instead, these findings point to a more nuanced mechanism, such as altered sensitivity of central circuits to existing JH signals. It is also possible that the CA influences sleep via non-JH mechanisms or through localized signaling interactions that are not captured by bulk head transcriptomics. These hypotheses warrant further investigation.

Among the upregulated Hsps, *Hsp83* is a particularly compelling candidate for linking peripheral Pum function to central sleep regulation. *Hsp83* was one of the most significantly upregulated DEGs in the heads of flies with peripheral *pum* knockdown. Beyond its role as a molecular chaperone, Hsp83 is directly implicated in sleep; it is associated with the Gene Ontology category “regulation of circadian sleep/wake cycle, sleep” (GO:0045187) [66–68]. Importantly, Hsp83 mutant flies exhibit dysregulated sleep homeostasis and increased mortality following sleep deprivation [55]. Furthermore, Hsp83 is an established interactor with the JH signaling pathway. It facilitates the nuclear import of the JH receptor Methoprene-tolerant (Met) and is a target of JH-induced phosphorylation, thereby influencing JH intracellular signaling. [69,70]. Wu et al. [71] have shown that adult-specific knockdown of *Met* within the α/β lobes of the mushroom body, a key sleep regulatory center [72,73], reduces nighttime sleep in male flies. Thus, the pronounced upregulation of *Hsp83* in the head following peripheral *pum* knockdown could reflect a systemic stress response, or, more directly, it might modulate the brain’s JH signaling by influencing Met activity, perhaps within the mushroom body, thereby impacting sleep circuits. Although further study is needed to test the functional requirement of Hsp83 in the brain, its strong upregulation suggests it as a potential molecular link in the signaling cascade between the gut and central sleep circuits.

In summary, our study identifies a novel role for the RNA-binding protein Pumilio in peripheral tissues regulating sleep latency. Future experiments could test whether brain-specific upregulation of *Hsp83* accelerates sleep onset by modulating JH sensitivity within central sleep circuits.

### Limitations and future experiments

In this study, we focused on the role of Pum in ISCs and the CA. However, *pum* is expressed in other intestinal and peripheral tissues, and recent work by Weaver et al. (2020) has shown that *esg-Gal4* can drive expression in a small subset of neurons in the adult brain, whereas *Su(H)-Gal4* exhibits broader neuronal expression [74]. Because our experiments combined *esg-Gal4* with *Su(H)GBE-Gal80*, we anticipate that if any neurons were affected, this would be limited to a small subset. Nevertheless, confirming the extent of neuronal expression under these conditions will require future anatomical and functional studies.

Because our experiments relied on temperature shifts to induce transgene expression, we cannot fully exclude the possibility that the observed phenotypes involve an interaction between the thermal shift and altered Pumilio activity, rather than reflecting basal sleep regulation alone, despite identical temperature treatments across genotypes. Future experiments using inducible systems independent of temperature (e.g., RU486/GeneSwitch) could help rule out these confounds.

While the behavioral data suggests that *pum* knockdown and overexpression elicit directionally opposite effects, we acknowledge that we did not quantify the precise magnitude of Pumilio protein elevation within the adult ISCs or CA. Although the *UAS-Pum* transgene is a well-established tool for inducing gain-of-function phenotypes [30,75–77], without tissue-specific quantification, we cannot directly correlate the magnitude of the sleep latency shift with a specific fold-change in Pumilio abundance. Therefore, we interpret the overexpression phenotype as consistent with the hypothesis that the sleep-regulating circuit is sensitive to elevated Pumilio activity, rather than establishing a precise dose-response relationship.

Our transcriptomic analysis was performed on whole heads rather than dissected brains; thus, some transcriptional changes could arise from non-neuronal head tissues such as fat body or sensory organs. Future work isolating brain tissue specifically will refine the molecular targets of peripheral *pum* manipulation.

In addition, the *esg-Gal4; Su(H)Gal80* driver used is active in both ISCs and the CA. Consequently, the observed transcriptional changes in the head likely represent the combined effects of *pum* knockdown in both tissues. Future work employing tissue-specific drivers for RNA sequencing will be essential to disentangle the distinct molecular signals originating from the gut versus the CA. These studies, in addition to direct measurement of JH titers and functional analysis of Hsp83’s role, will be crucial to fully dissect this regulatory network linking peripheral Pumilio function to the central control of sleep.

We also observed clear sex-specific differences in the sleep phenotypes resulting from *pum* manipulation in ISCs and the CA, with males displaying a stronger and more consistent reduction in sleep latency. Sex-specific differences in sleep regulation have been reported in *Drosophila* (reviewed by Asahina et al. [78]), potentially arising from hormonal modulation or dimorphic physiology of peripheral tissues. The work of Miguel-Aliaga and colleagues has shown that ISCs in both sexes respond to JH and express the *Met* receptor, suggesting that sex-dependent hormonal signaling could shape how peripheral Pumilio activity influences sleep circuits [79,80]. These findings, together with our observation that *pum* knockdown in ISCs and the CA leads to stronger sleep phenotypes in males, suggest that Pumilio might influence or modulate these hormone-sensitive pathways in a sex-specific manner. Because both ISC physiology and CA function can be modulated by JH and other hormones, it is plausible that the weaker phenotype observed in females reflects differences in hormonal sensitivity or endocrine feedback. Future experiments should test this hypothesis by manipulating JH signaling components, such as *Met* or *Kr-h1*, in a sex- and tissue-specific context, and by quantifying JH titers following *pum* perturbation.

Our RNA-seq analysis revealed several differentially expressed odorant-binding and olfactory-related genes in males following peripheral *pum* knockdown. 

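The 15 olfactory receptor genes tested, including Orco, were higher in pum kd heads in 7 cases and lower in 8, with a fry adjusted p of 0.572. Their direction as a set was upward, and downward when only genes with a mean of at least 1 CPM were tested. Over every olfactory receptor gene, also those not tested, normalized counts summed to 27.0, 28.0 and 19.7 CPM in control replicates 1, 2 and 3. In pum kd replicates 1, 2 and 3 the sums were 37.1, 23.6 and 24.9 CPM. Most of the 15 genes tested were near the limit of detection, with 0 counts in at least 1 library. Among odorant-binding proteins, Obp83a, named after its values were seen, had 0, 0 and 1.06 CPM in the control libraries and 63.8, 18.8 and 0.50 CPM in the pum kd libraries. Neither Obp83a nor any olfactory receptor gene was called by edgeR's quasi-likelihood test.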

Interestingly, olfactory circuits in male flies are particularly sensitive to JH regulation, which modulates chemosensory-guided behaviors such as courtship and olfactory preference in a sex-dependent manner [78,81–83]. This raises the possibility that the upregulation of olfactory genes observed in males reflects enhanced JH signaling or altered neuronal sensitivity downstream of peripheral *pum* manipulation. Future studies should test this hypothesis by examining whether JH signaling components within olfactory neurons respond to intestinal or CA-specific *pum* perturbation and whether similar transcriptional responses occur in females. Although all samples were processed identically, we cannot exclude the possibility that a brief post-assay recovery period at 29 °C may engage rapidly responsive stress pathways that are differentially regulated in *pum*-deficient flies.

While our data supports a peripheral-to-central influence of Pumilio, the nature of the signaling route remains to be determined. Possible mechanisms include humoral endocrine factors such as JH or metabolites released from the gut, immune or cytokine-like signals, or visceral neuronal projections connecting the gut and brain. Future studies combining tissue-specific manipulations with circulating metabolite profiling or neuronal tracing could help delineate these pathways.

Altogether, our findings provide a foundation for dissecting how gut–endocrine–brain axis signaling is influenced by a post-transcriptional regulator such as Pumilio. Given the high conservation of Pumilio and its human homologs (PUM1 and PUM2), it will be interesting to explore whether similar peripheral regulatory mechanisms contribute to sleep or circadian modulation in other organisms.

## Supporting information

S1 File Supporting Information.

S2 File DESeq2 Results. (CSV)

# Supplementary material for: Peripheral modulation of Pumilio in intestinal stem cells and the corpus allatum affects sleep latency in Drosophila
**Source:** PLoS One. 2026 Apr 8;21(4):e0337303. doi: 10.1371/journal.pone.0337303
**Supplement:** S1 File

**Supporting Information**

| **Fig. #** | **Genotype** |
| --- | --- |
| Fig. 2 | w^1118^/y^1^,v^1^; esg-Gal4, UAS-2xYFP/+; Su(H)GBE-Gal80, tub-Gal80ts/UAS-GFP  where UAS-GFP = P{y[+t7.7] v[+t1.8]=UAS-GFP.VALIUM10}attP2  w^1118^/y^1^,v^1^; esg-Gal4, UAS-2xYFP/+; Su(H)GBE-Gal80, tub-Gal80ts/UAS-pum^RNAi^  where UAS-pum^RNAi^ = P{y[+t7.7] v[+t1.8]=TRiP.JF02267}attP2 |
| Fig. 3a-b | w^1118^; esg-Gal4, UAS-2xYFP/+; Su(H)GBE-Gal80, tub-Gal80ts/UAS-RpL3.FLAG  w^1118^; esg-Gal4, UAS-2xYFP/+; Su(H)GBE-Gal80, tub-Gal80ts/UAS-pum, UAS-RpL3.FLAG |
| Fig. 3c-d | w^1118^; CyO/+; Su(H)GBE-Gal80, tub-Gal80ts/UAS-pum  w^1118^; esg-Gal4, UAS-2xYFP/+; Su(H)GBE-Gal80, tub-Gal80ts/UAS-pum |
| Fig. 4  and Fig. S1 | w^1118^/y^1^,sc*,v^1^;sev^21^; esg-Gal4, UAS-2xYFP/+; Su(H)GBE-Gal80, tub-Gal80ts/UAS-mCherry^RNAi^  where UAS-mCherry^RNAi^ =P{y[+t7.7] v[+t1.8]=VALIUM20-mCherry.RNAi}attP2  w^1118^/y^1^,sc^*^,v^1^,sev^21^; esg-Gal4, UAS-2xYFP/+; Su(H)GBE-Gal80, tub-Gal80ts/UAS-pum^RNAi^  where UAS-pum^RNAi^ = P{y[+t7.7] v[+t1.8]=TRiP.HMS01564}attP2 |
| Fig. 5a | M{3xGBE-GAL80}ZH-2A, w*/y^1^,sc*,v^1^;sev^21^; P{mira(KDRT.stop)GAL4}attP40, P{tubP-GAL80[ts]}20 ; P{CG10116-KDR.PEST}attP2/UAS-mCherry^RNAi^  where UAS-mCherry^RNAi^ =P{y[+t7.7] v[+t1.8]=VALIUM20-mCherry.RNAi}attP2  M{3xGBE-GAL80}ZH-2A, w*/y^1^,sc*,v^1^;sev^21^; P{mira(KDRT.stop)GAL4}attP40, P{tubP-GAL80[ts]}20 ; P{CG10116-KDR.PEST}attP2/UAS-pum^RNAi^  where UAS-pum^RNAi^ = P{y[+t7.7] v[+t1.8]=TRiP.HMS01564}attP2 |
| Fig. 5b | w*/y^1^,sc*,v^1^,sev^21^; Aug21-Gal4/+; UAS-mCherry^RNAi^/+  where UAS-mCherry^RNAi^ =P{y[+t7.7] v[+t1.8]=VALIUM20-mCherry.RNAi}attP2  w*/y^1^,sc*,v^1^,sev^21^; Aug21-Gal4/+; UAS-mCherry^RNAi^/+  where UAS-pum^RNAi^ = P{y[+t7.7] v[+t1.8]=TRiP.HMS01564}attP2 |
| Fig. 5c | w*; Aug21-Gal4/+; P{w[+mC]=UAS-tdTom.S}3/P{w[+mC]=tubP-GAL80[ts]}2 |
| Fig. S2 | w^1118^/y^1^,v^1^; esg-Gal4, UAS-2xYFP/+; Su(H)GBE-Gal80, tub-Gal80ts/UAS-GFP  where UAS-GFP = P{y[+t7.7] v[+t1.8]=UAS-GFP.VALIUM10}attP2  w^1118^/y^1^,v^1^; esg-Gal4, UAS-2xYFP/+; Su(H)GBE-Gal80, tub-Gal80ts/UAS-pum^RNAi^  where UAS-pum^RNAi^ = P{y[+t7.7] v[+t1.8]=TRiP.JF02267}attP2 |
| Fig. S3 | w^1118^/y^1^,v^1^; esg-Gal4, UAS-2xYFP/+; Su(H)GBE-Gal80, tub-Gal80ts/UAS-GFP  where UAS-GFP = P{y[+t7.7] v[+t1.8]=UAS-GFP.VALIUM10}attP2  w^1118^/y^1^,v^1^; esg-Gal4, UAS-2xYFP/+; Su(H)GBE-Gal80, tub-Gal80ts/UAS-pum^RNAi^  where UAS-pum^RNAi^ = P{y[+t7.7] v[+t1.8]=TRiP.JF02267}attP2 |
| Fig. S4 | w*/y^1^,sc*,v^1^,sev^21^; Aug21-Gal4/+; UAS-mCherry^RNAi^/+  where UAS-mCherry^RNAi^ =P{y[+t7.7] v[+t1.8]=VALIUM20-mCherry.RNAi}attP2  w*/y^1^,sc*,v^1^,sev^21^; Aug21-Gal4/+; UAS-EGFP^RNAi^/+  where UAS-EGFP^RNAi^ =P{VALIUM22-EGFP.RNAi.1}attP2  w*/y^1^,sc*,v^1^,sev^21^; Aug21-Gal4/+; UAS-pum^RNAi^/+  where UAS-pum^RNAi^ = P{y[+t7.7] v[+t1.8]=TRiP.HMS01564}attP2 |
| Fig. S5 | w^1118^/y^1^,sc*,v^1^;sev^21^;CyO/+; Su(H)GBE-Gal80, tub-Gal80ts/UAS-mCherry^RNAi^  where UAS-mCherry^RNAi^ =P{y[+t7.7] v[+t1.8]=VALIUM20-mCherry.RNAi}attP2  w^1118^/y^1^,sc^*^,v^1^,sev^21^; CyO/+; Su(H)GBE-Gal80, tub-Gal80ts/UAS-pum^RNAi^  where UAS-pum^RNAi^ = P{y[+t7.7] v[+t1.8]=TRiP.HMS01564}attP2 |
| Fig. S6 | w^1118^/y^1^,v^1^; esg-Gal4, UAS-2xYFP/+; Su(H)GBE-Gal80, tub-Gal80ts/UAS-GFP  where UAS-GFP = P{y[+t7.7] v[+t1.8]=UAS-GFP.VALIUM10}attP2  w^1118^/y^1^,v^1^; esg-Gal4, UAS-2xYFP/+; Su(H)GBE-Gal80, tub-Gal80ts/UAS-pum^RNAi^  where UAS-pum^RNAi^ = P{y[+t7.7] v[+t1.8]=TRiP.JF02267}attP2 |

**Table S1. Genotypes of flies used.**

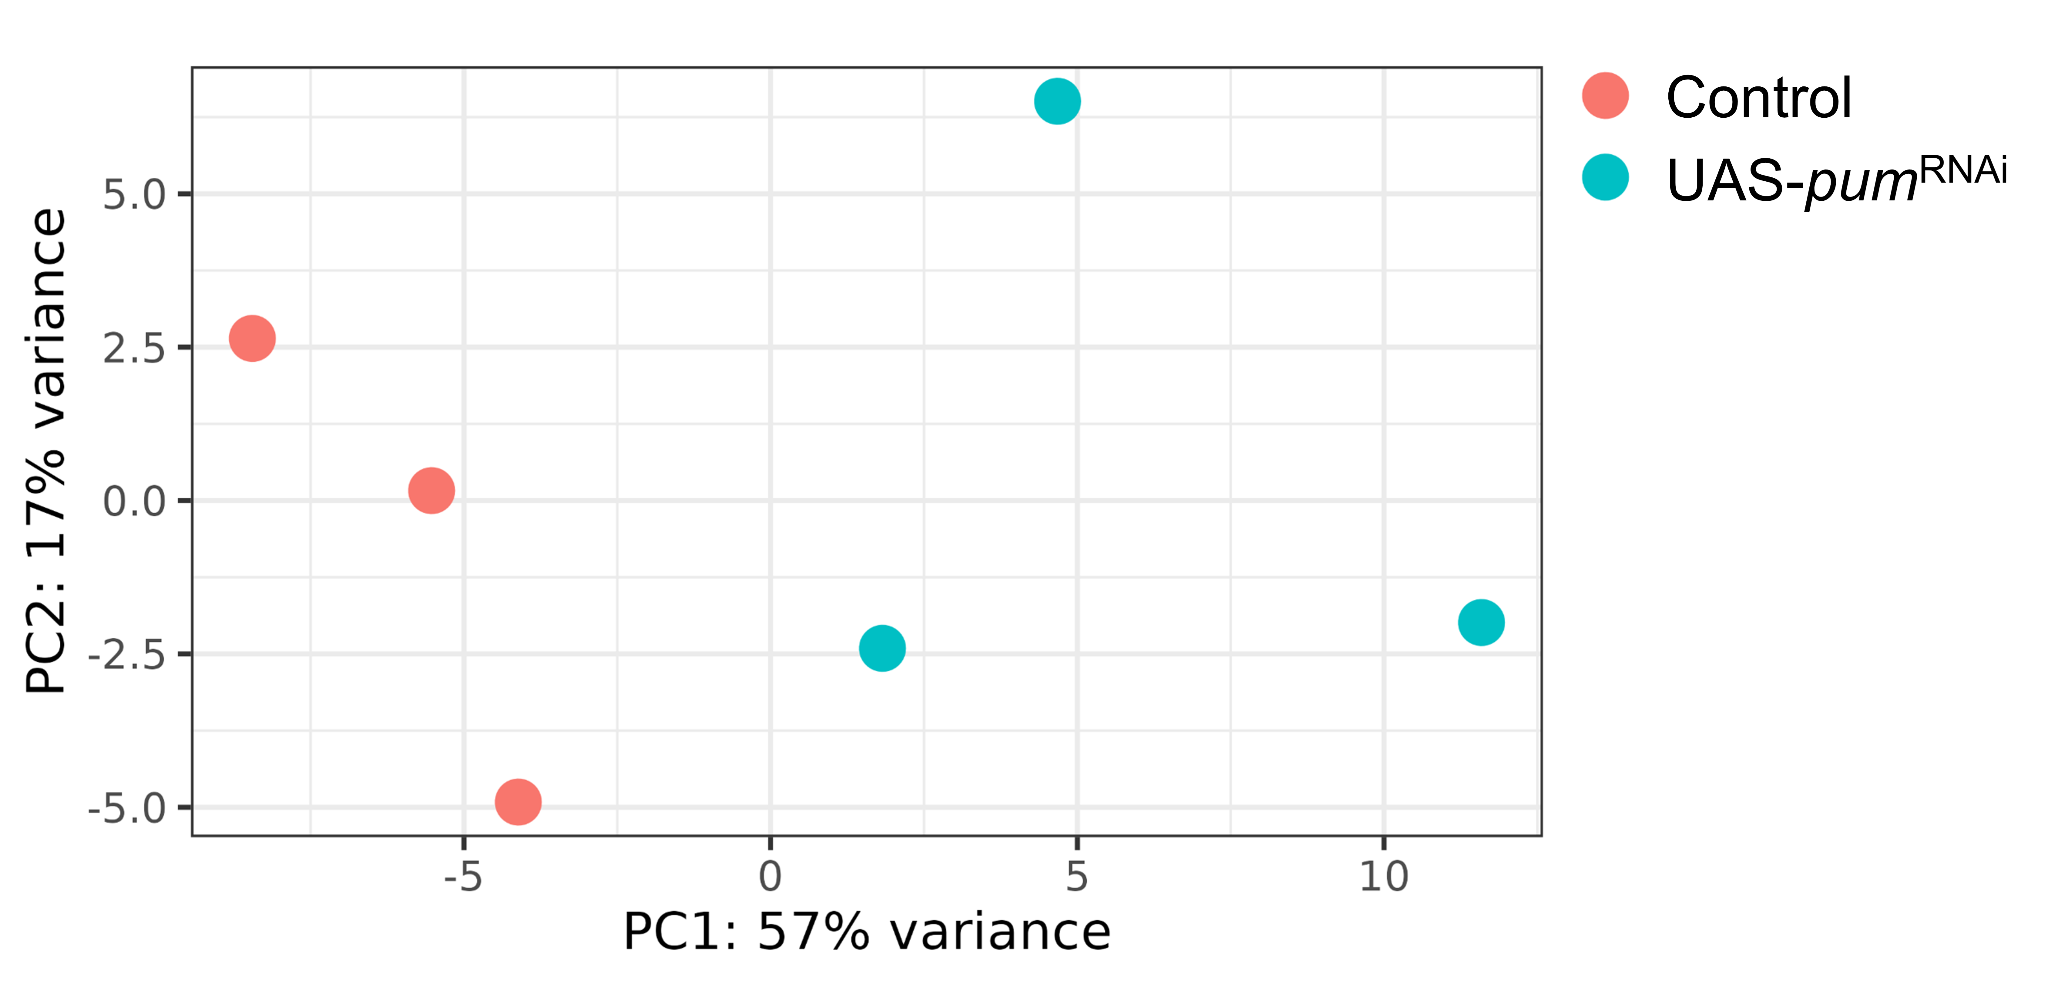

**Figure S1**. Principal Component Analysis (PCA) of transcriptomic data. PCA plot displaying the variation between samples based on genome-wide gene expression profiles. The first principal component (PC1) accounts for 57% of the variance and separates the samples by experimental condition, while the second principal component (PC2) accounts for 17% of the variance. Each point represents an individual biological replicate. Samples are color-coded by condition: Control, UAS-mCherryRNAi (salmon circles; n=3) and UAS-pumRNAi (teal circles; n=3). Following read quality control and trimming, RNA-seq reads were aligned to the Drosophila melanogaster reference genome (dm6) using STAR. Gene expression data was batch-corrected using ComBat-Seq prior to PCA visualization.

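On the deposited counts, principal components were computed from log2 CPM of the 500 most variable genes, without batch correction. The first component held 29.5% of the variance, the second 23.0% and the third 19.5%. On the first component the control libraries lay at -42.2, -3.29 and -17.3 and the pum kd libraries at 9.15, 26.8 and 26.9, so the genotypes did not overlap. The second component set control replicate 2, at -44.5, apart from the other 5 libraries. With DESeq2's variance stabilizing transformation the first 2 components held 45.1% and 30.5%.

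**Figure D3:**
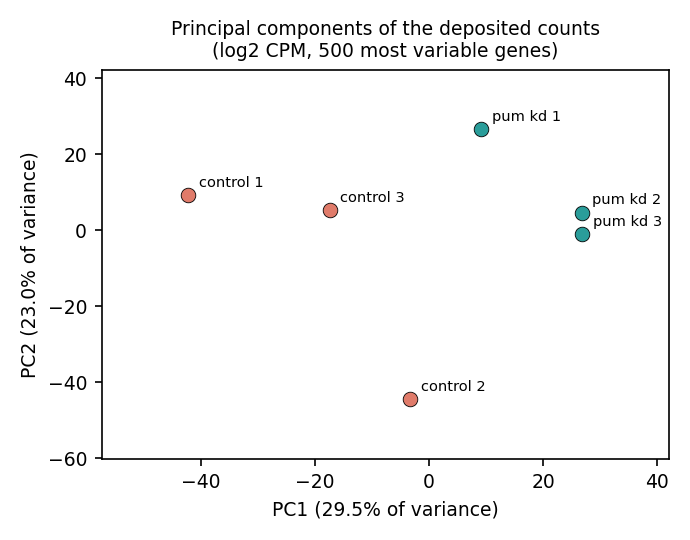
Scores of the 6 libraries on the first (horizontal) and second (vertical) principal components of the deposited counts, with the percent of variance on each axis. Each point is a library. The control libraries lie at negative and the pum kd libraries at positive values of the first component.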

**Figure S2. Conditional knockdown of *pumilio* in *esg*-positive cells shows similar trends in sleep latency reduction in female flies.** (a, b) Nighttime total sleep (a) and sleep latency (b) for female flies in independent experimental repeat 1. (c, d) Nighttime total sleep (c) and sleep latency (d) for female flies in independent experimental repeat 2. For both experiments, flies with *pum* knockdown (*esgGal4^ts^, Su(H)Gal80 > UAS-pum^RNAi^*) are compared to control flies (*esgGal4^ts^, Su(H)Gal80 > UAS-GFP*). The shaded region indicates the period when flies were maintained at 29°C to induce transgene expression. Sample sizes were as follows: Repeat 1 (Control, n=32; *pum*^RNAi^, n=31) and Repeat 2 (Control, n=32; *pum^RNAi^*, n=32). Values and error bars are mean ± s.e.m. Asterisks indicate statistically significant differences (* *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001, **** *P* < 0.0001, Mann-Whitney test).
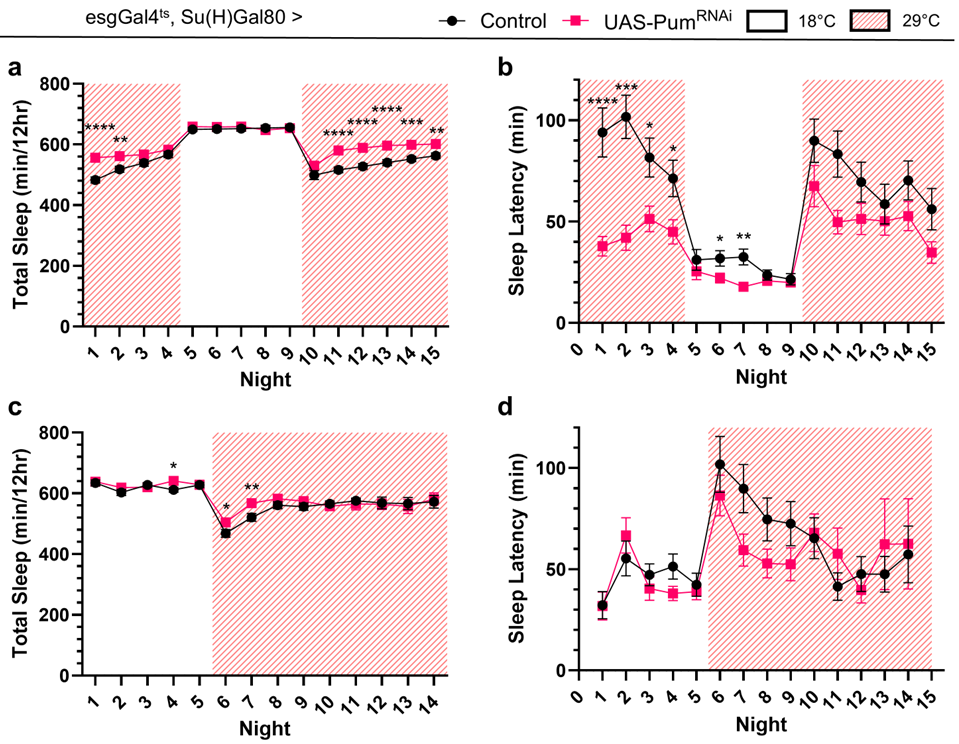

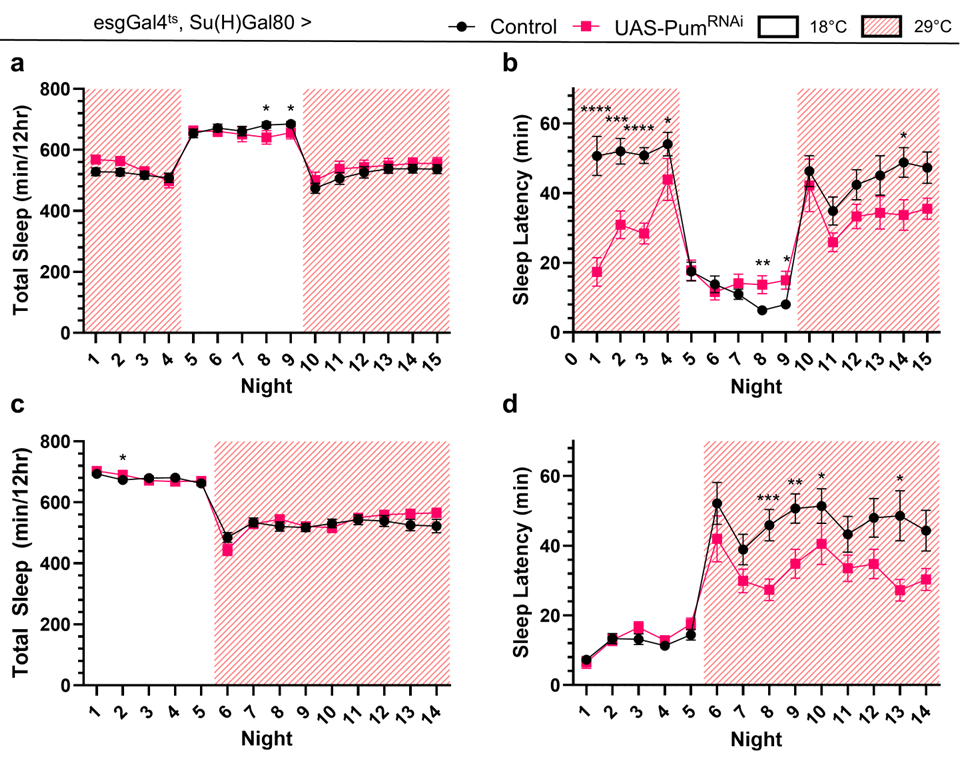

**Figure S3. Independent experimental repeats confirm that conditional knockdown of *pumilio* in *esg*-positive cells reduces nighttime sleep latency in males.** (a, b) Nighttime total sleep (a) and sleep latency (b) for male flies in independent experimental repeat 1. (c, d) Nighttime total sleep (c) and sleep latency (d) for male flies in independent experimental repeat 2. For both experiments, flies with *pum* knockdown (*esgGal4^ts^, Su(H)Gal80 > UAS-pum^RNAi^*) are compared to control flies (*esgGal4^ts^, Su(H)Gal80 > UAS-GFP*). The shaded region indicates the period when flies were maintained at 29°C to induce transgene expression. Sample sizes were as follows: Repeat 1 (Control, n=30; *pum*^RNAi^, n=15) and Repeat 2 (Control, n=32; *pum*^RNAi^, n=32). Values and error bars are mean ± s.e.m. Asterisks indicate statistically significant differences (* *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001, **** *P* < 0.0001, Mann-Whitney test).

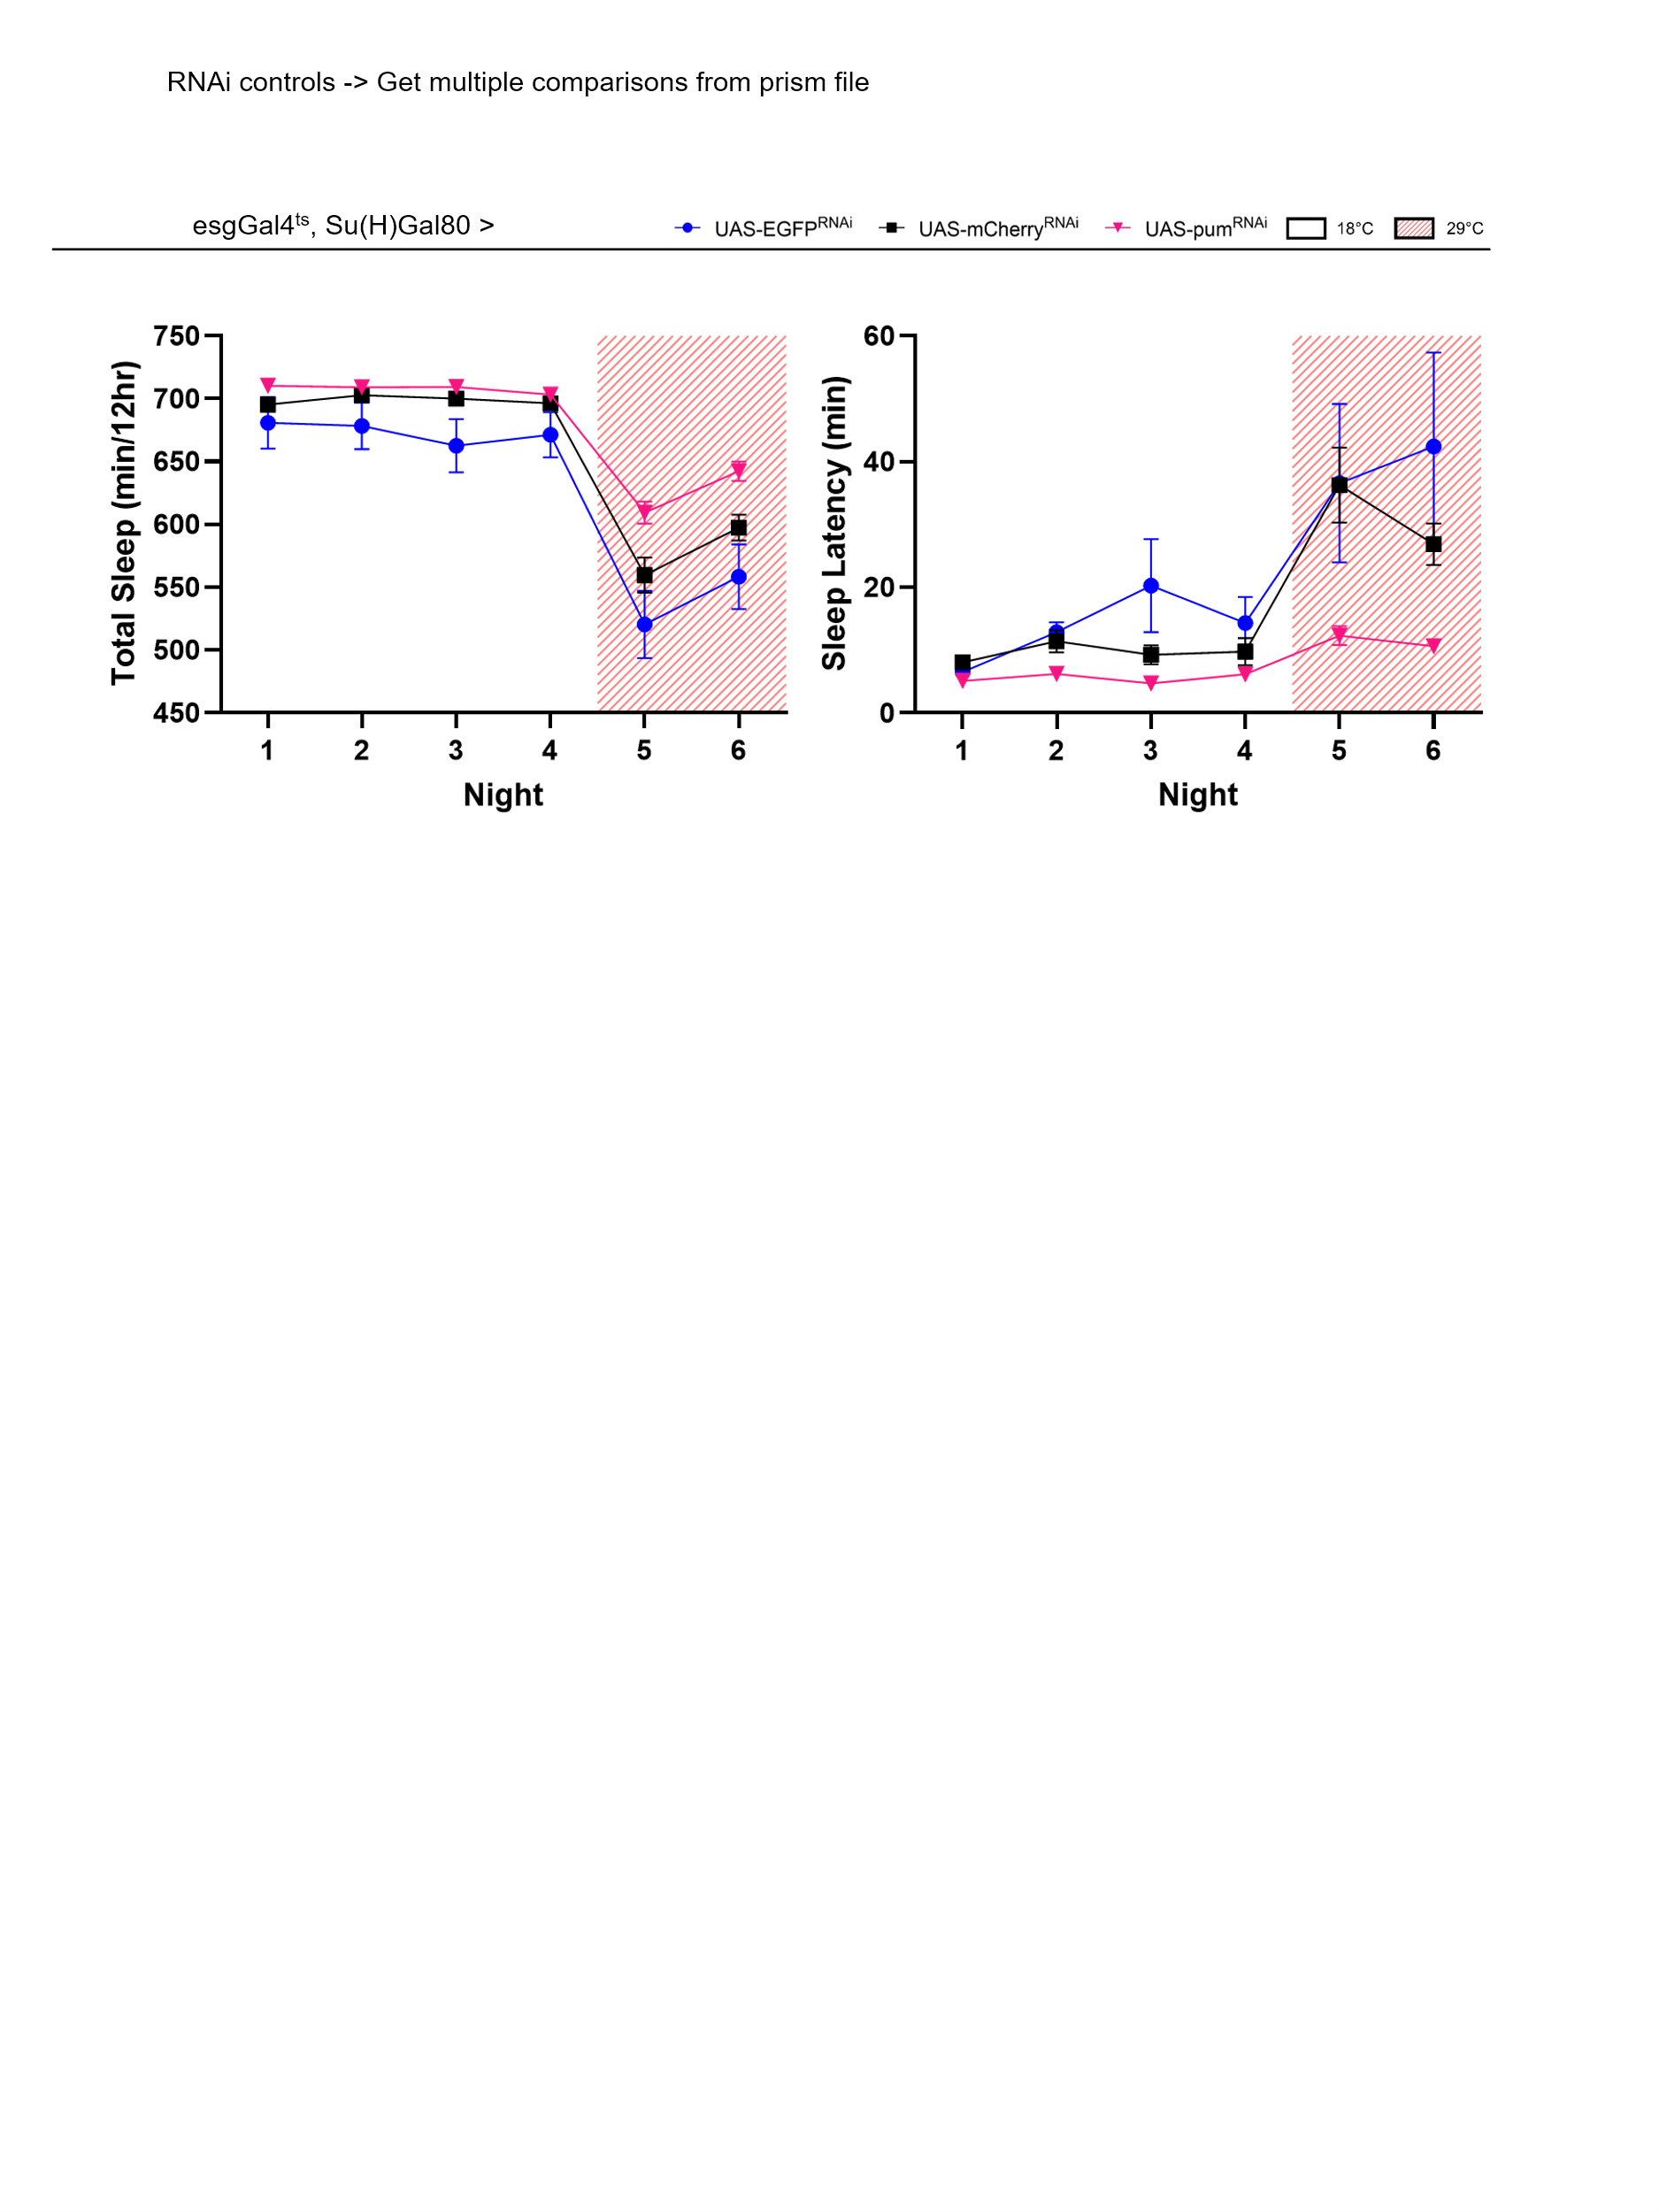

**Figure S4. The sleep latency phenotype is specific to *pumilio* knockdown and not a general effect of RNAi expression.** Nighttime total sleep (left) and sleep latency (right) for male flies comparing *pum* knockdown with two different RNAi controls. The groups shown are: *esgGal4^ts^, Su(H)Gal80 > UAS-EGFP^RNAi^* (VALIUM22, n=32), *esgGal4^ts^, Su(H)Gal80 > UAS-mCherry^RNAi^* (VALIUM20, n=31), and *esgGal4^ts^, Su(H)Gal80 > UAS-pum^RNAi^* (VALIUM20, n=32). The shaded region indicates the period when flies were maintained at 29°C to induce transgene expression. Values are plotted as mean ± s.e.m. Statistical significance was assessed using a mixed-effects model with Geisser–Greenhouse correction, followed by Tukey’s multiple comparisons test; full statistical results are provided in Supplementary Table S2.

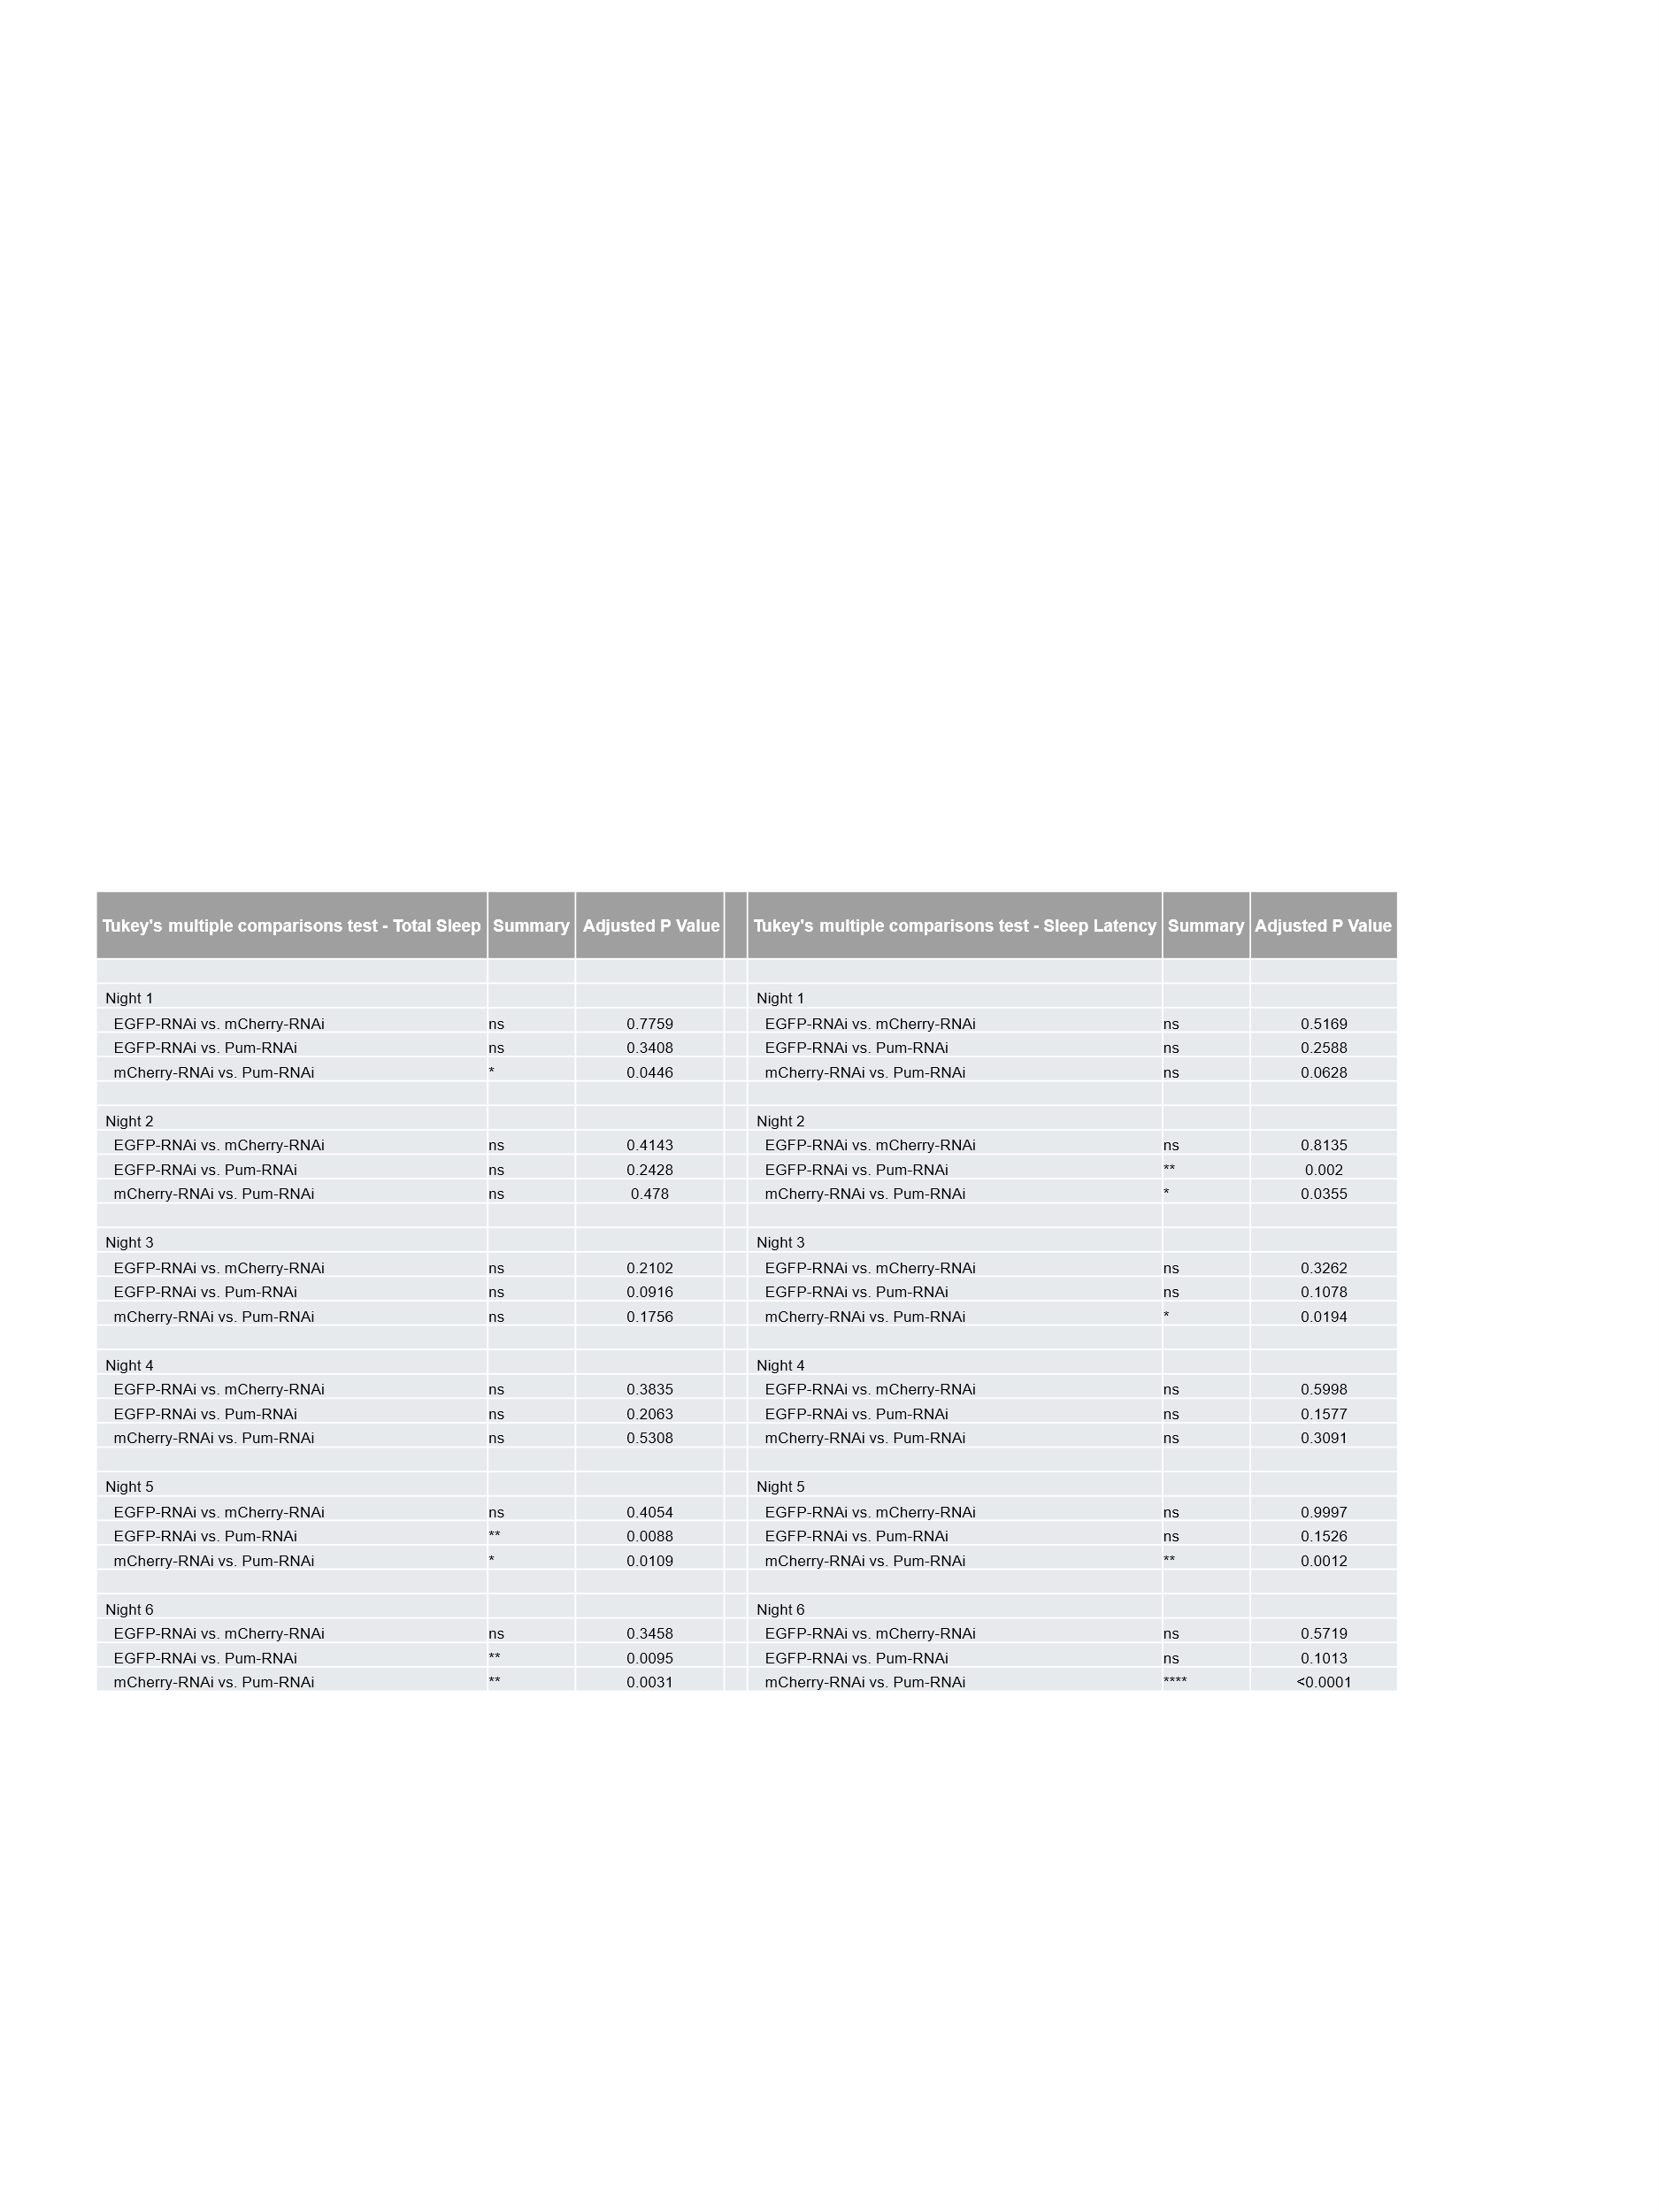

**Table S2. Statistical analysis for RNAi control experiments shown in Supplementary Figure S4.** Tukey's multiple comparisons test results for nighttime total sleep and sleep latency for each night of the experiment shown in Supplementary Fig. S4. Adjusted *P* values are displayed for each pairwise comparison (ns *P* > 0.05, * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001, **** *P* < 0.0001).

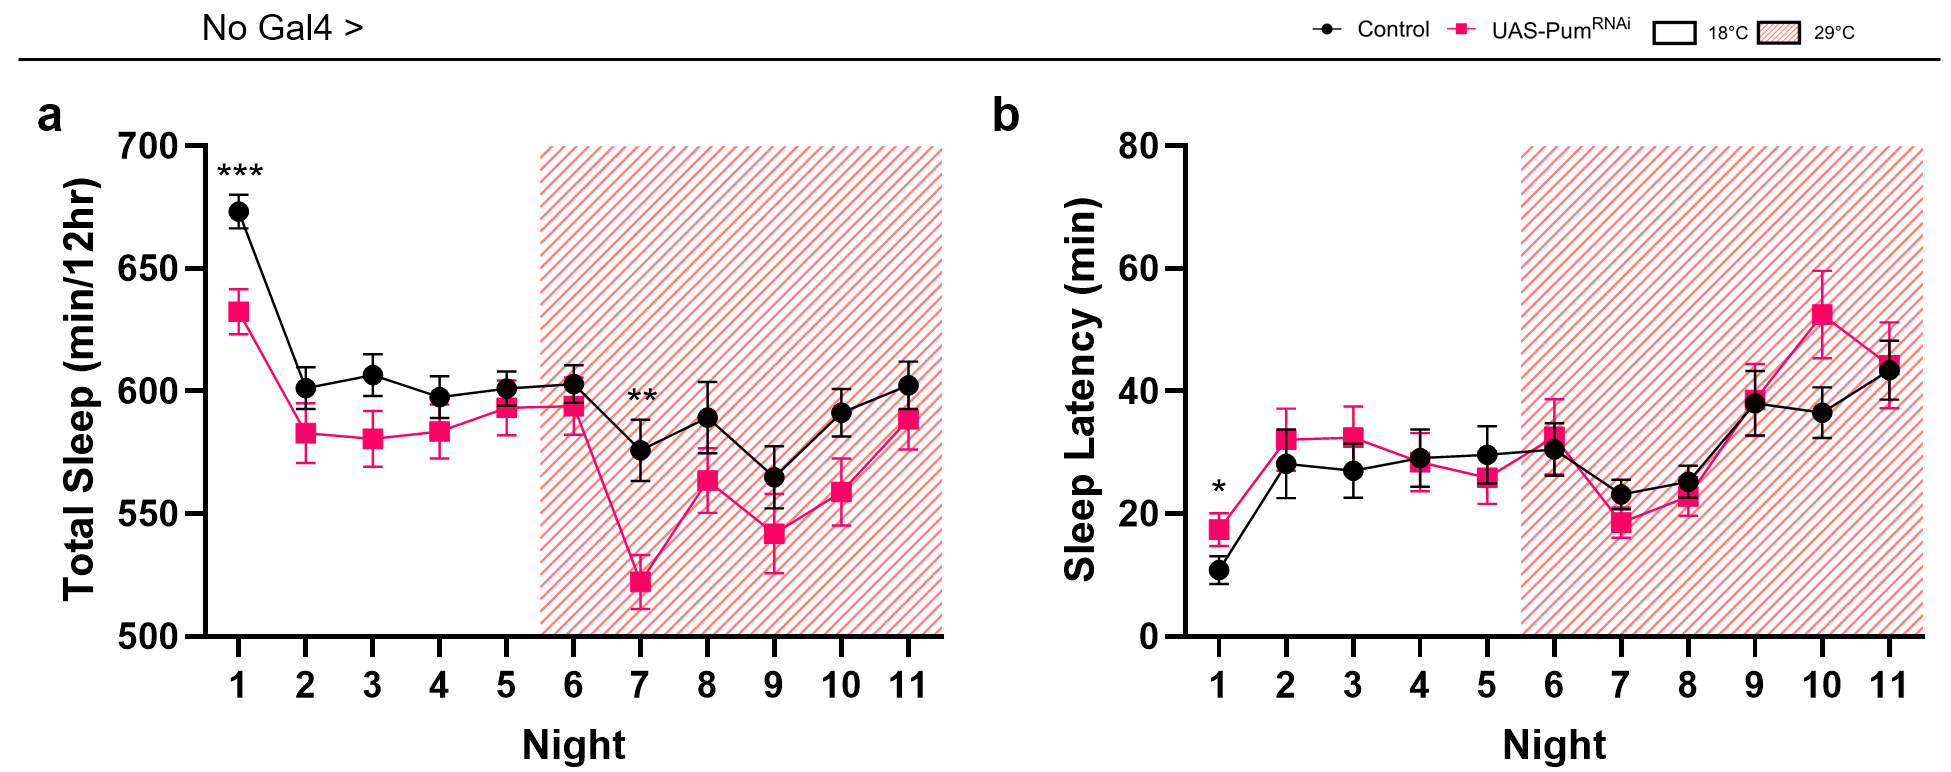

**Figure S5. The sleep latency phenotype is dependent on Gal4-mediated transgene expression.** (a) Nighttime total sleep and (b) nighttime sleep latency for male flies lacking a Gal4 driver. Control flies *UAS-mCherry^RNAi^* (*CyO / + ; UAS-mCherry^RNAi^ / su(H)GBE-Gal80, tubGal80ts*) were compared *UAS-pumRNAi* flies (*CyO / + ; UAS-pum^RNAi^/su(H)GBE-Gal80, tubGal80ts*). The lack of a consistent, significant difference in sleep latency between the groups at 29°C (shaded region) demonstrates that the phenotype is not caused by leaky transgene expression in the absence of the driver. Values are plotted as mean ± s.e.m. Asterisks indicate statistically significant differences between genotypes on a given night (*P* < 0.05, * *P* < 0.01, ** *P* < 0.001, *** *P* < 0.0001, Mann-Whitney test).

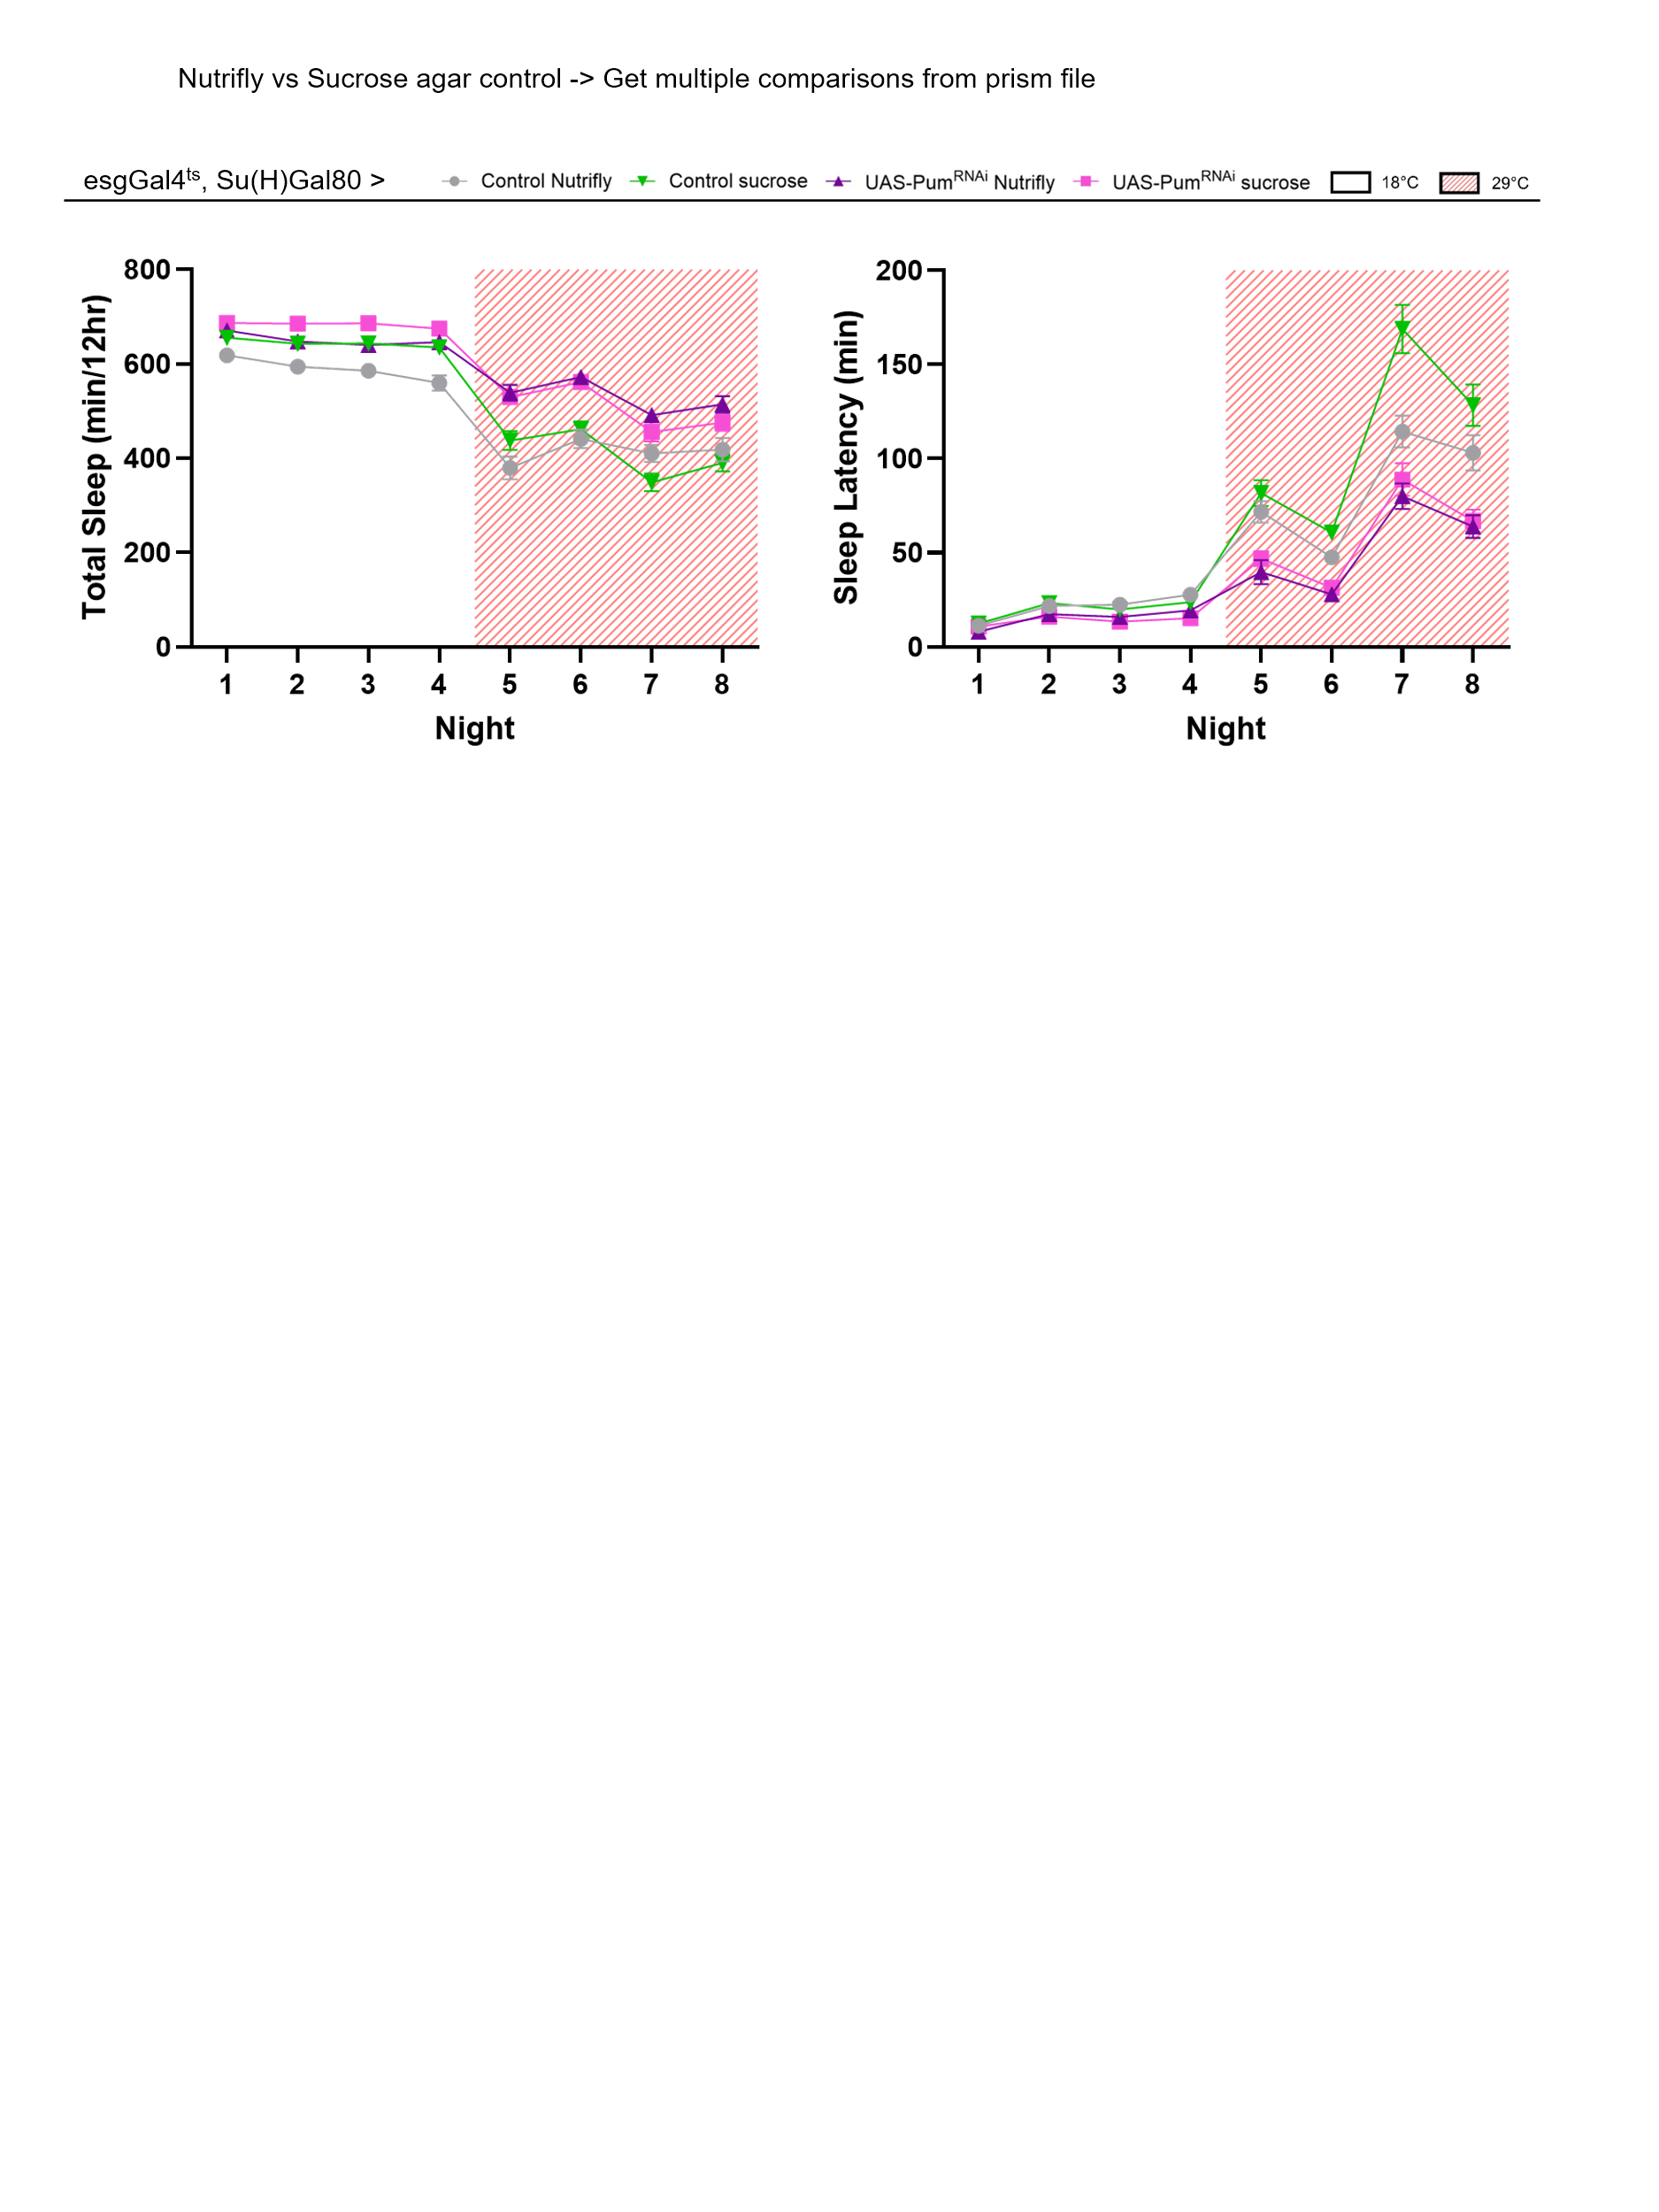

**Figure S6. The effect of peripheral *pumilio* knockdown on sleep latency persists regardless of dietary conditions.** (a) Nighttime total sleep and (b) nighttime sleep latency for male flies maintained on either a standard Nutrifly diet or a sucrose-only diet. Four groups are compared: Control flies (*esgGal4^ts^, Su(H)Gal80 > UAS-GFP*) on Nutrifly (n=28) or sucrose (n=31), and *pum* knockdown flies (*esgGal4^ts^, Su(H)Gal80 > UAS-pum^RNAi^*) on Nutrifly (n=27) or sucrose (n=30). The shaded region indicates the period when flies were maintained at 29°C to induce transgene expression. Values are plotted as mean ± s.e.m. Statistical significance was assessed using a mixed-effects model with Geisser–Greenhouse correction, followed by Tukey’s multiple comparisons test; full statistical results are provided in Supplementary Table S3.

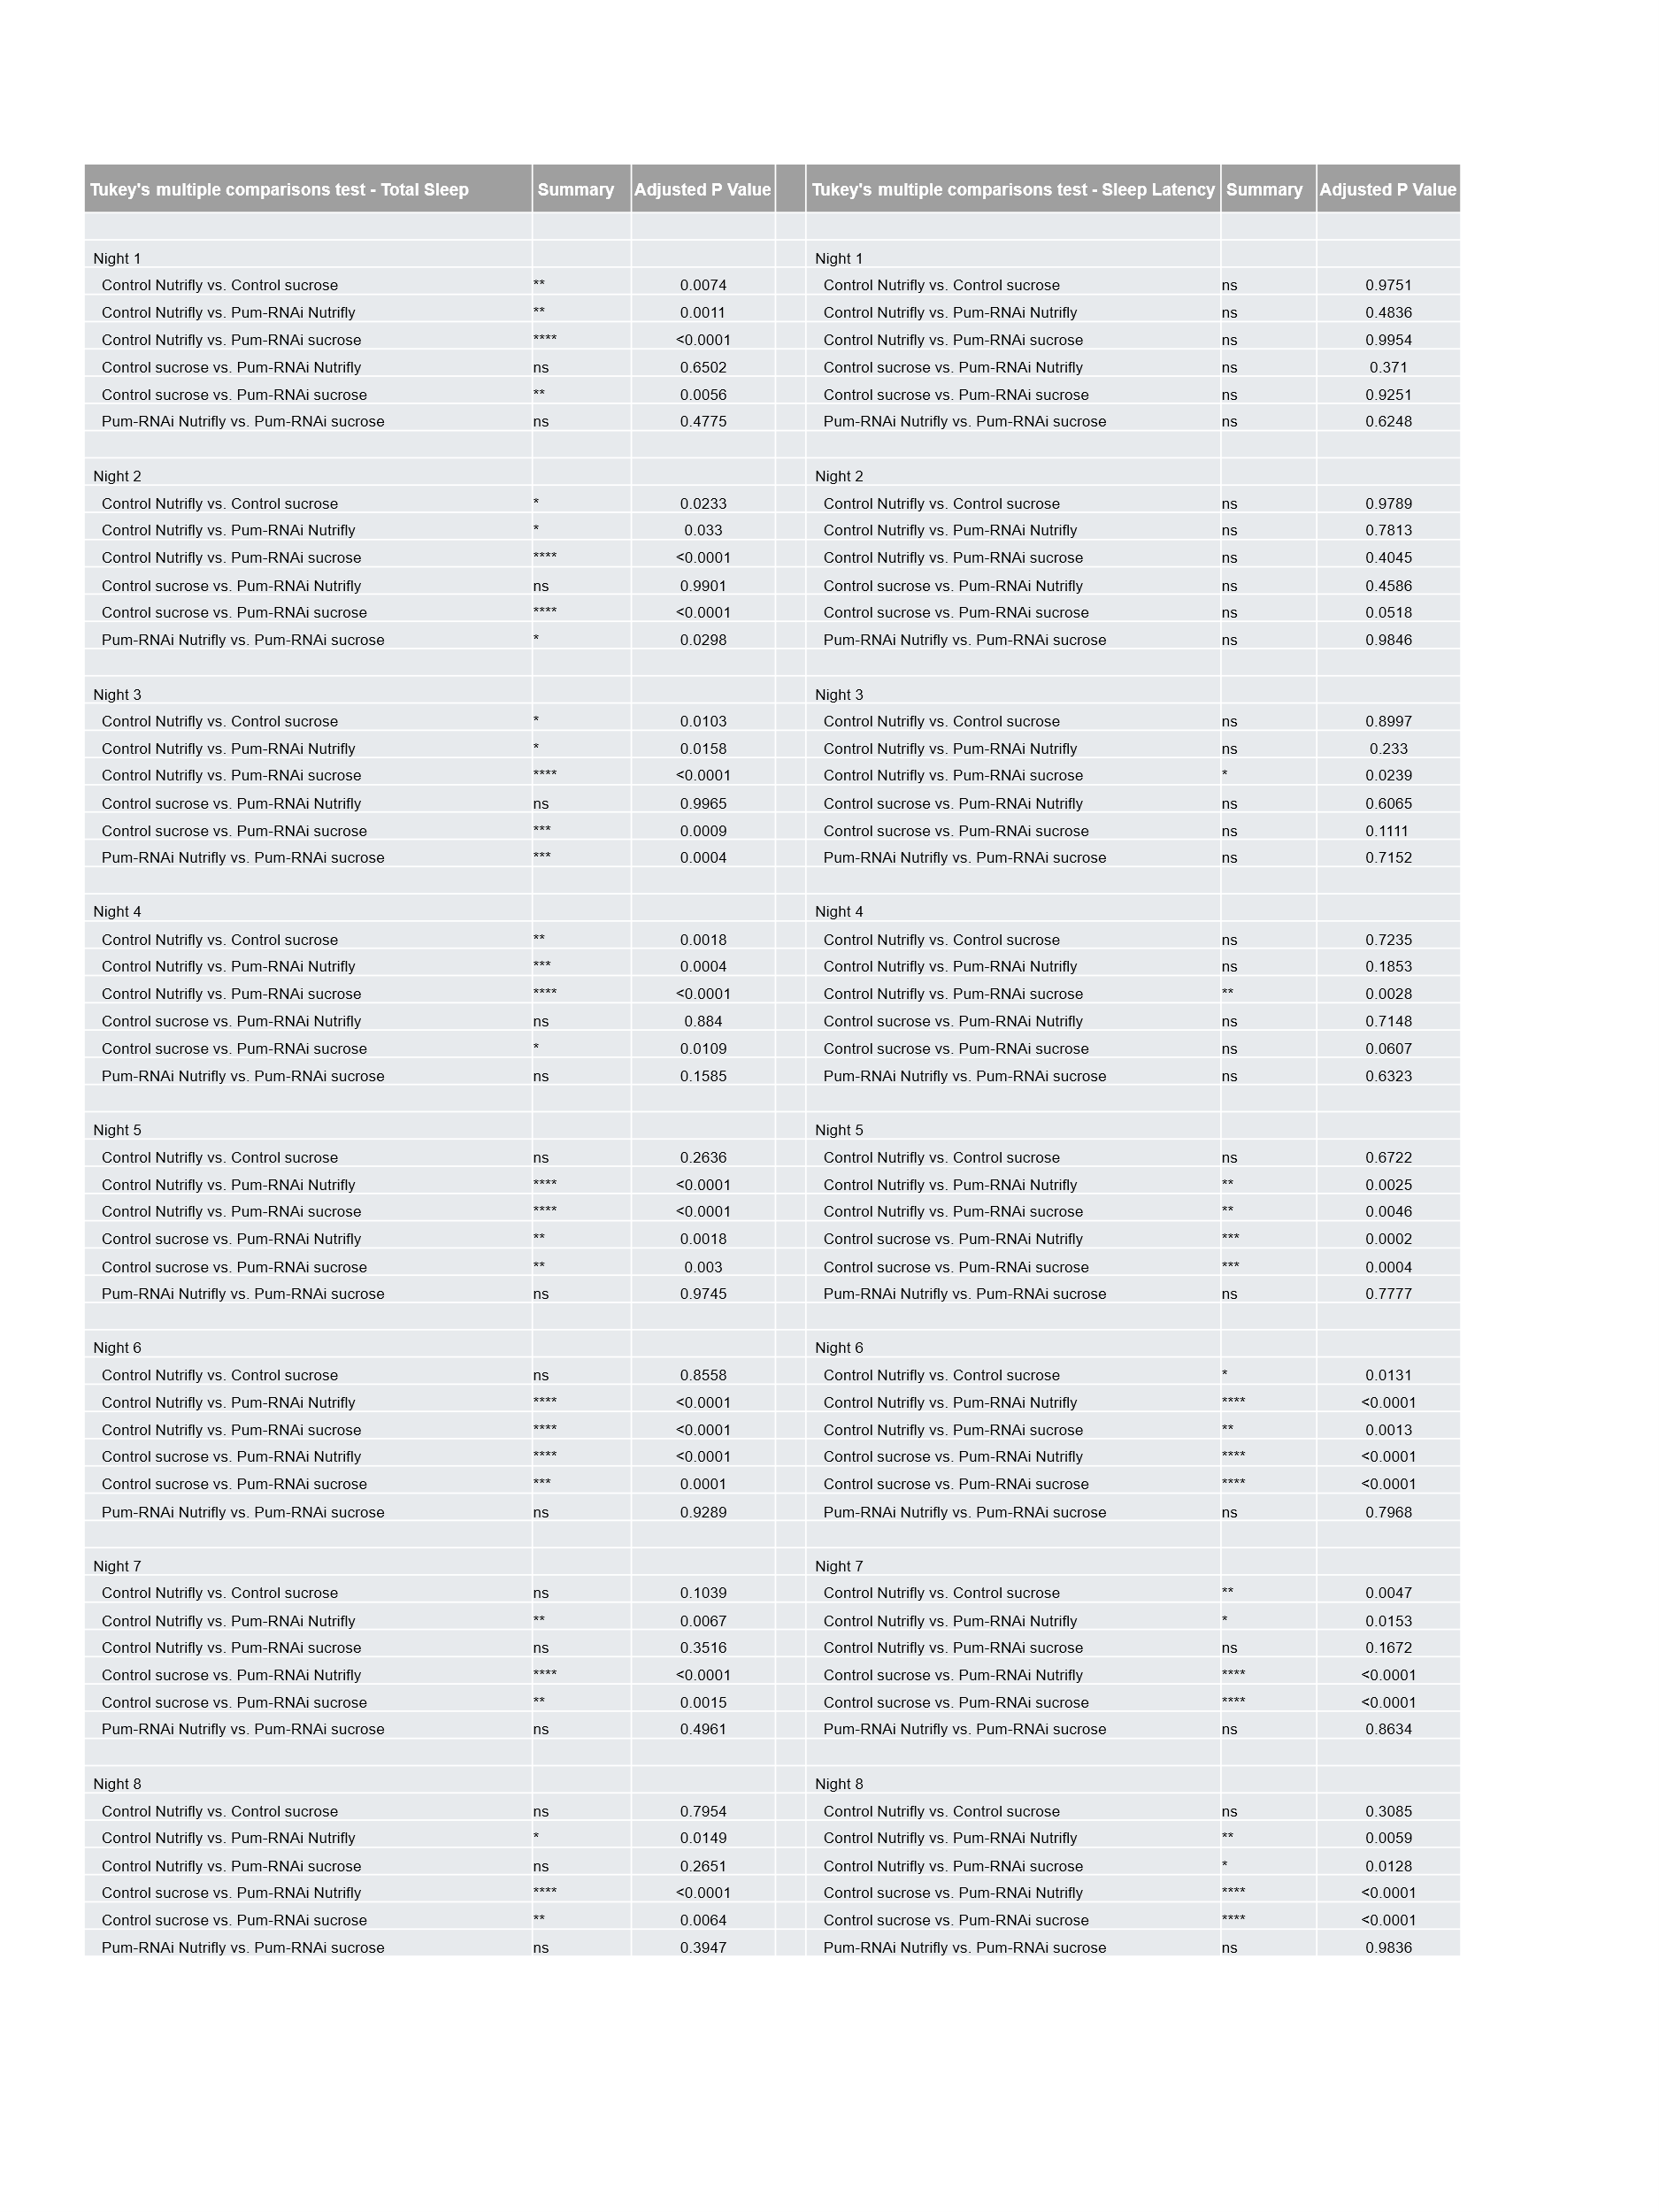

**Table S3. Statistical analysis of dietary effects on sleep parameters shown in Supplementary Figure S6.** Tukey's multiple comparisons test results for nighttime total sleep and sleep latency for each night of the experiment shown in Supplementary Fig. S6. Adjusted *P* values are displayed for each pairwise comparison (ns *P* > 0.05, * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001, **** *P* < 0.0001).

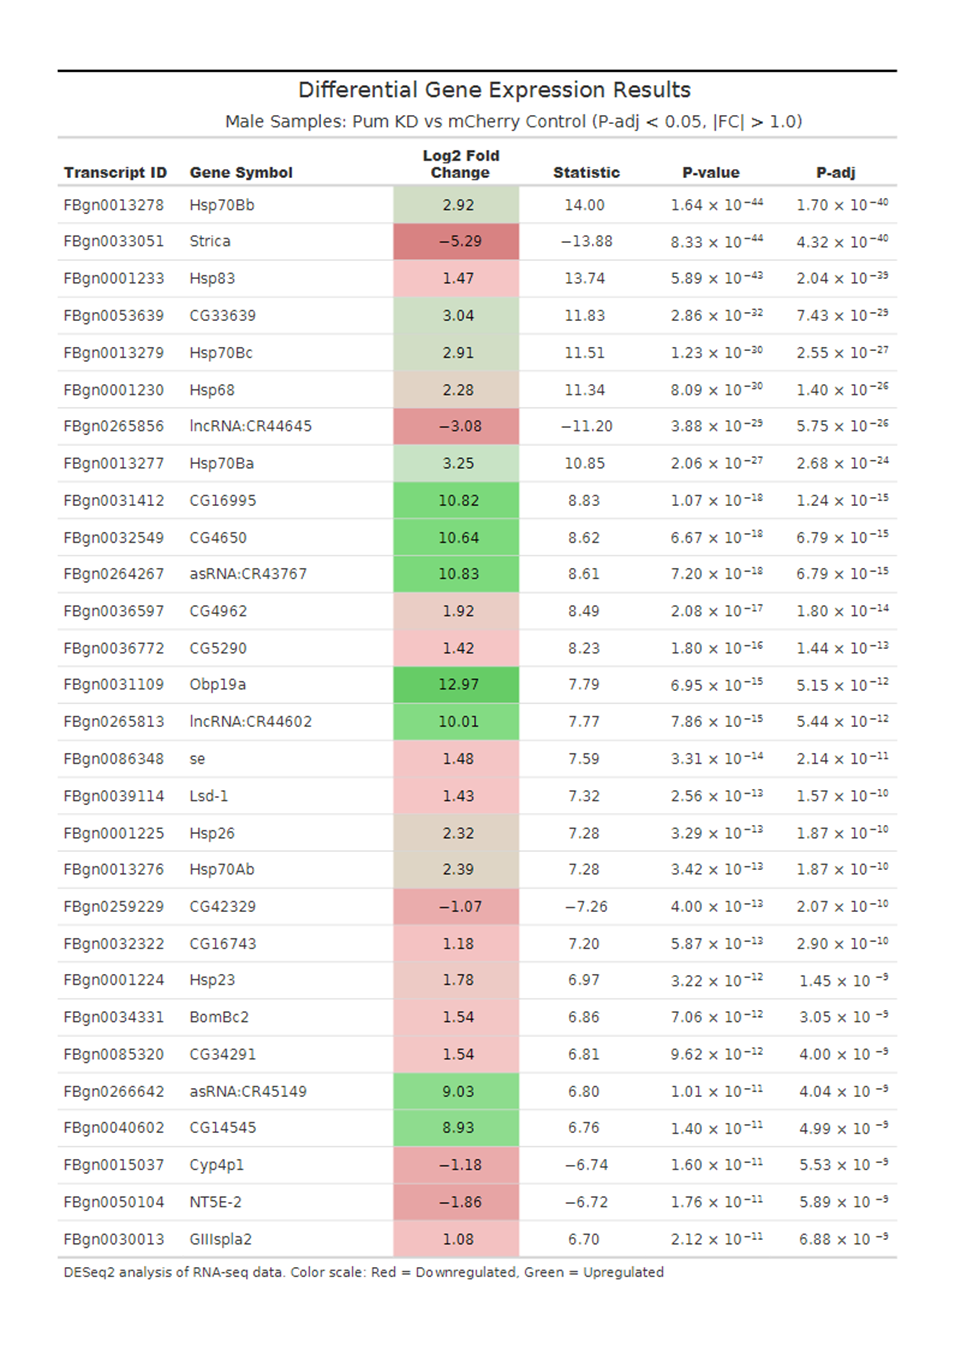

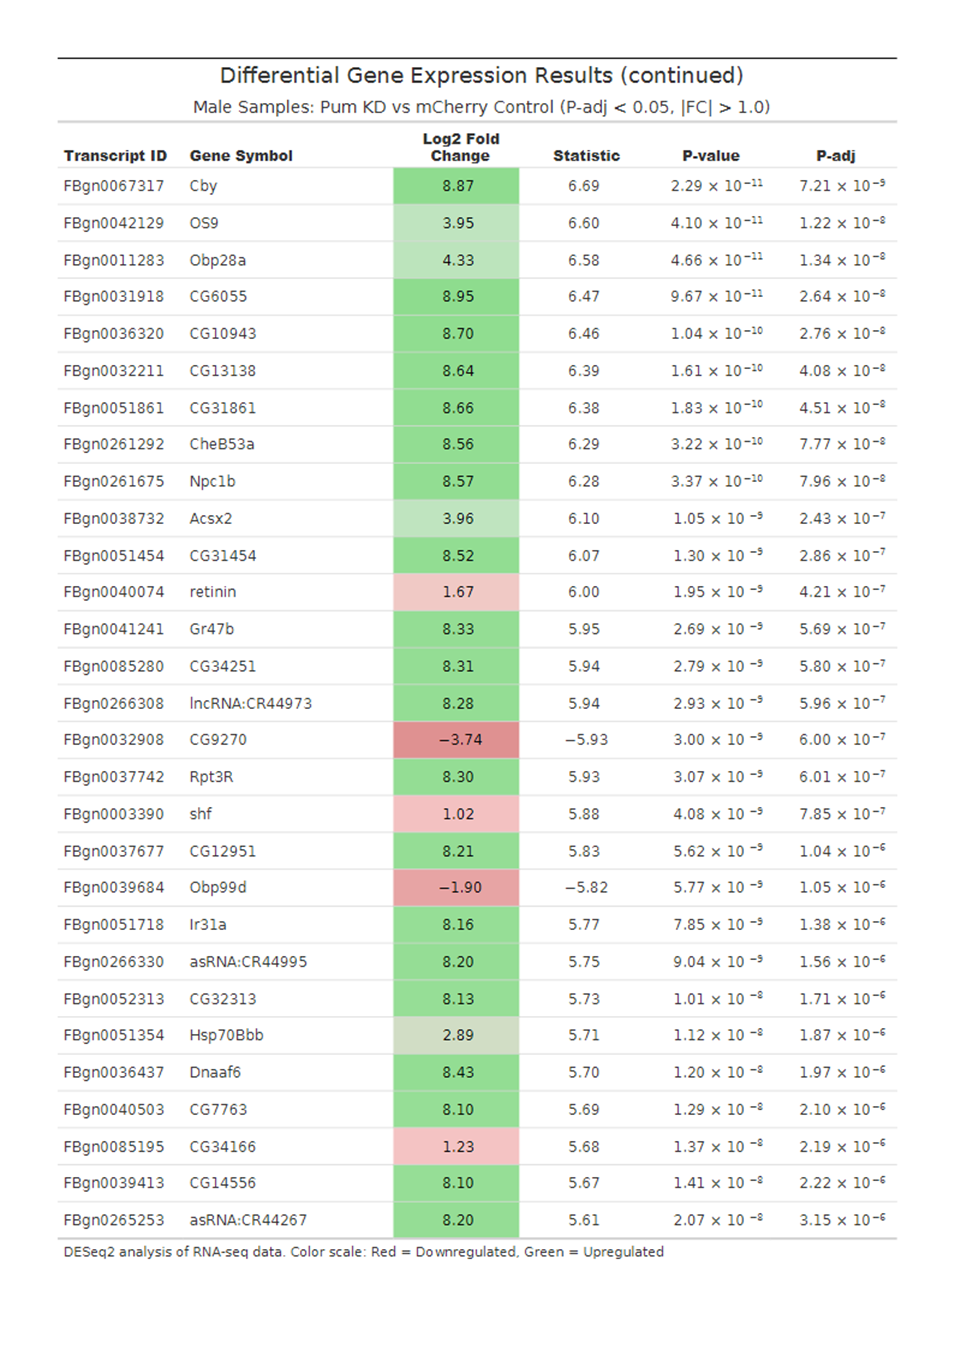

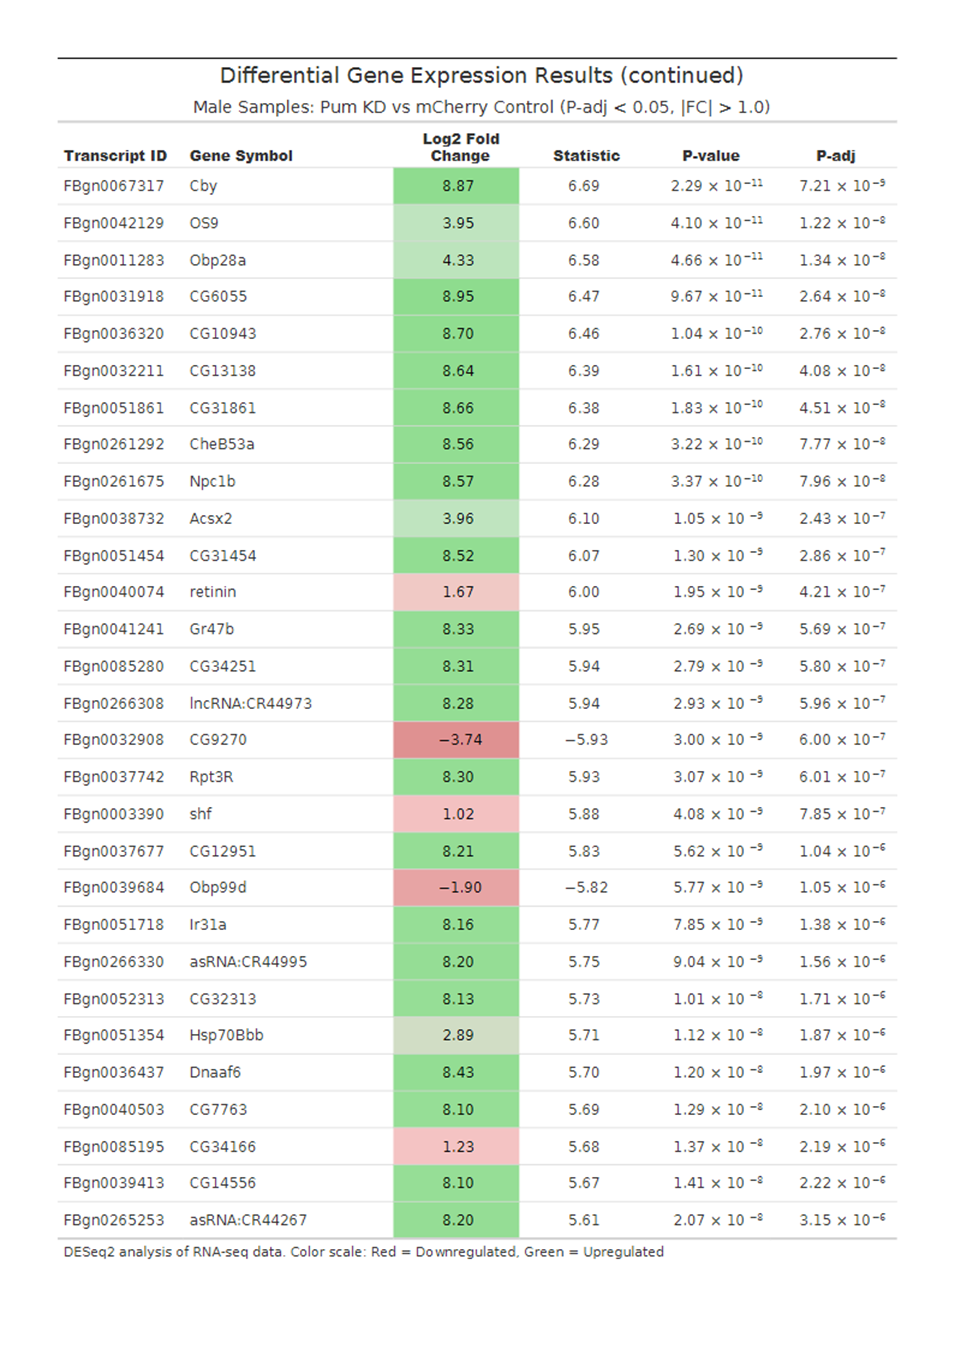

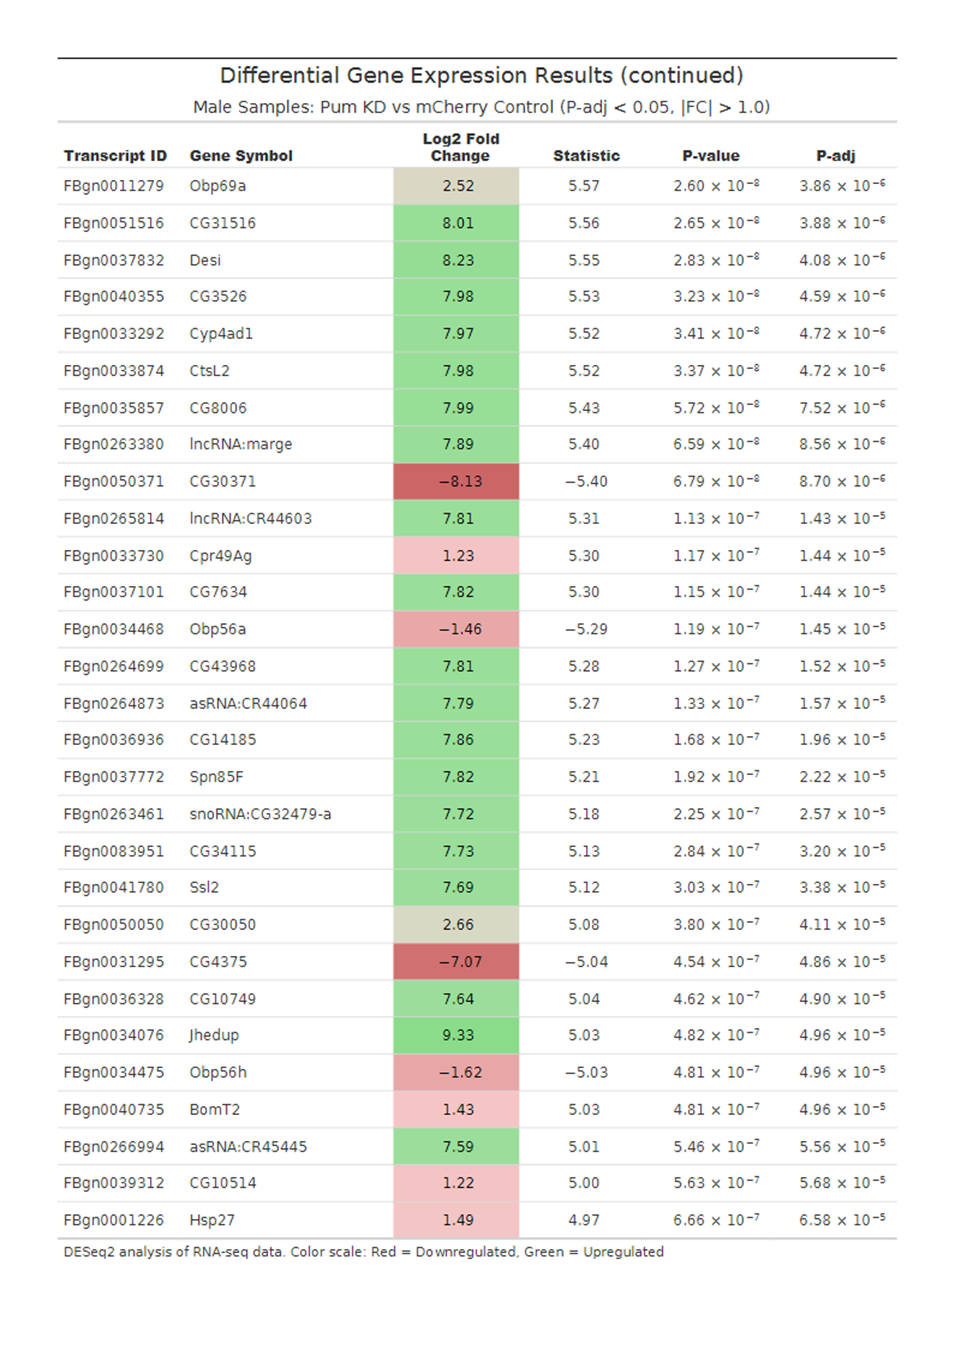

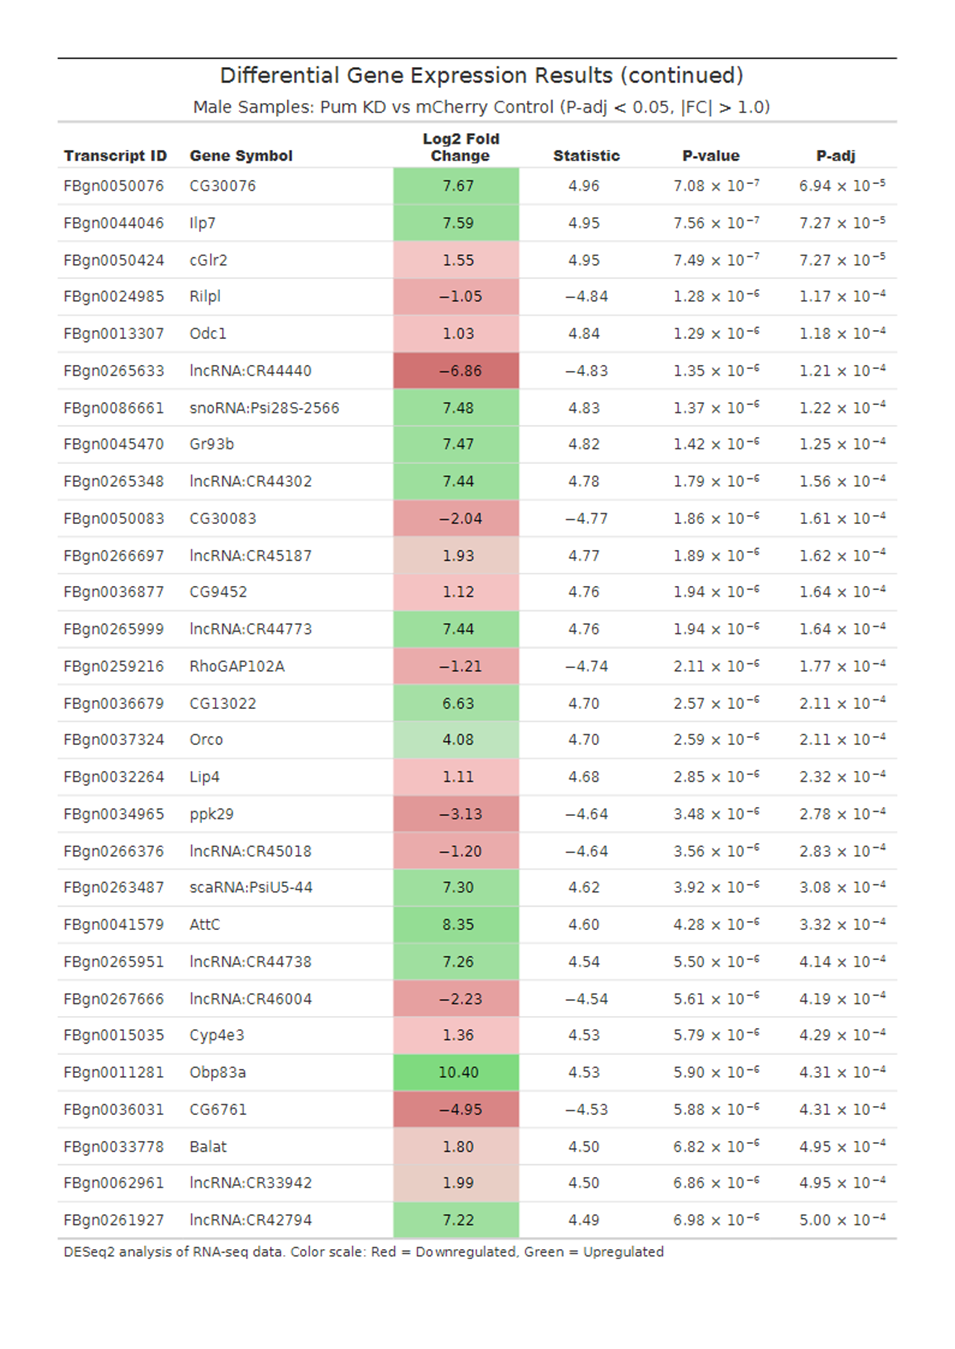

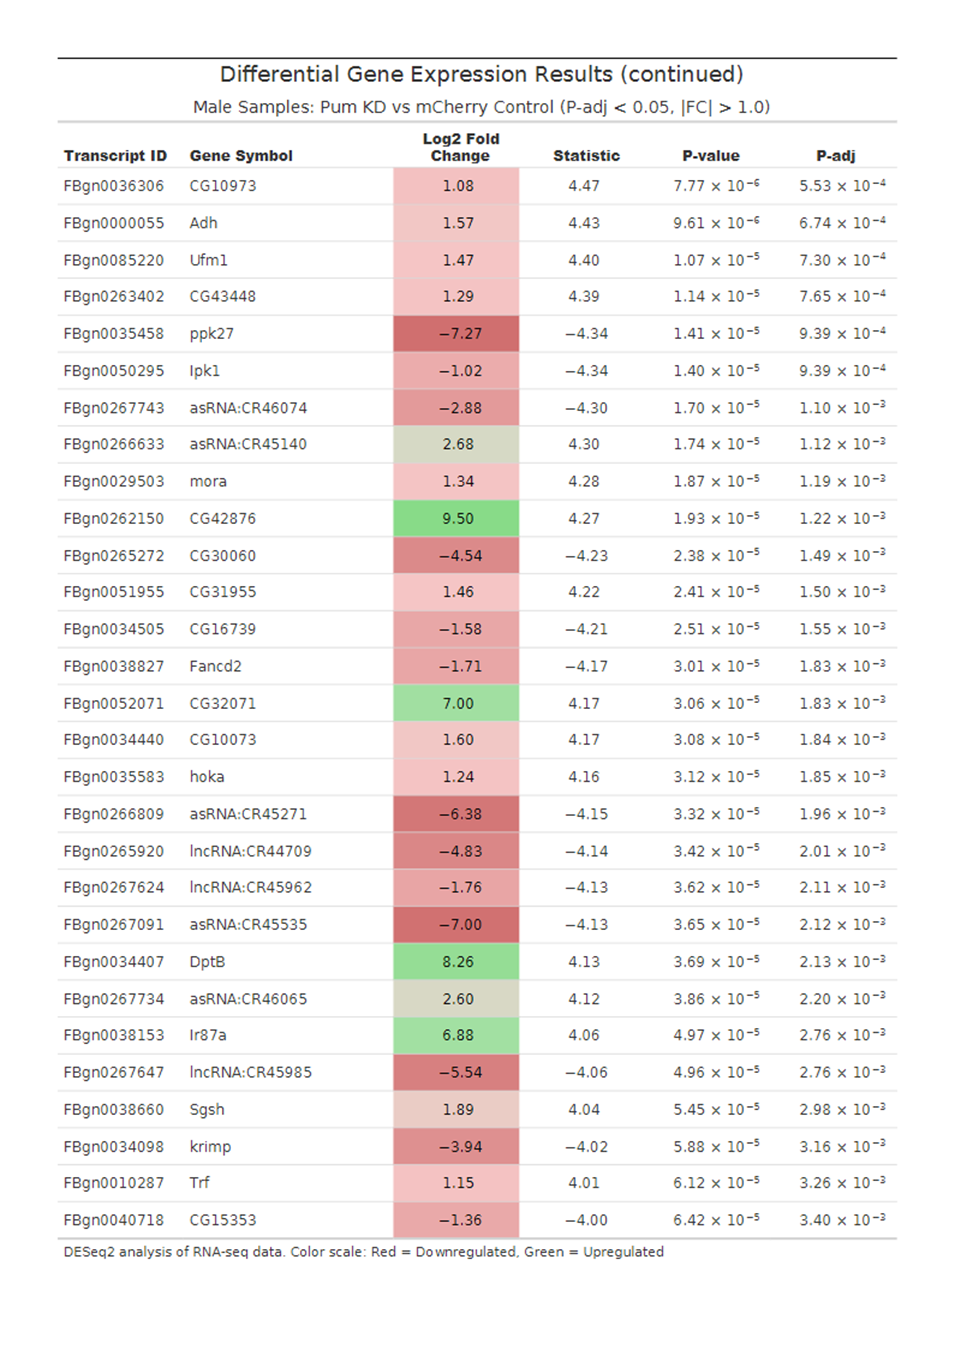

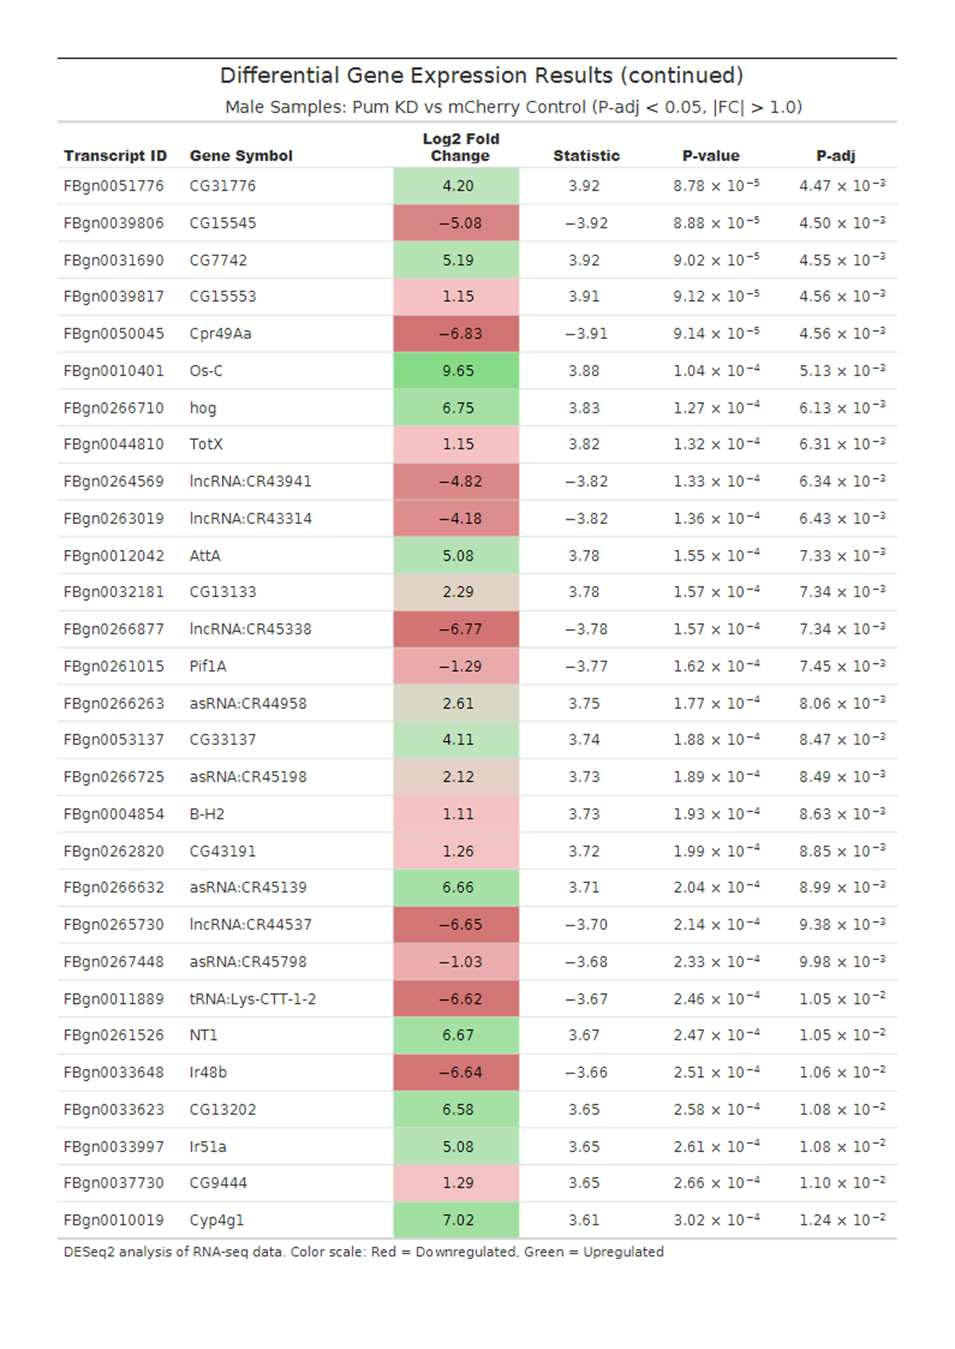

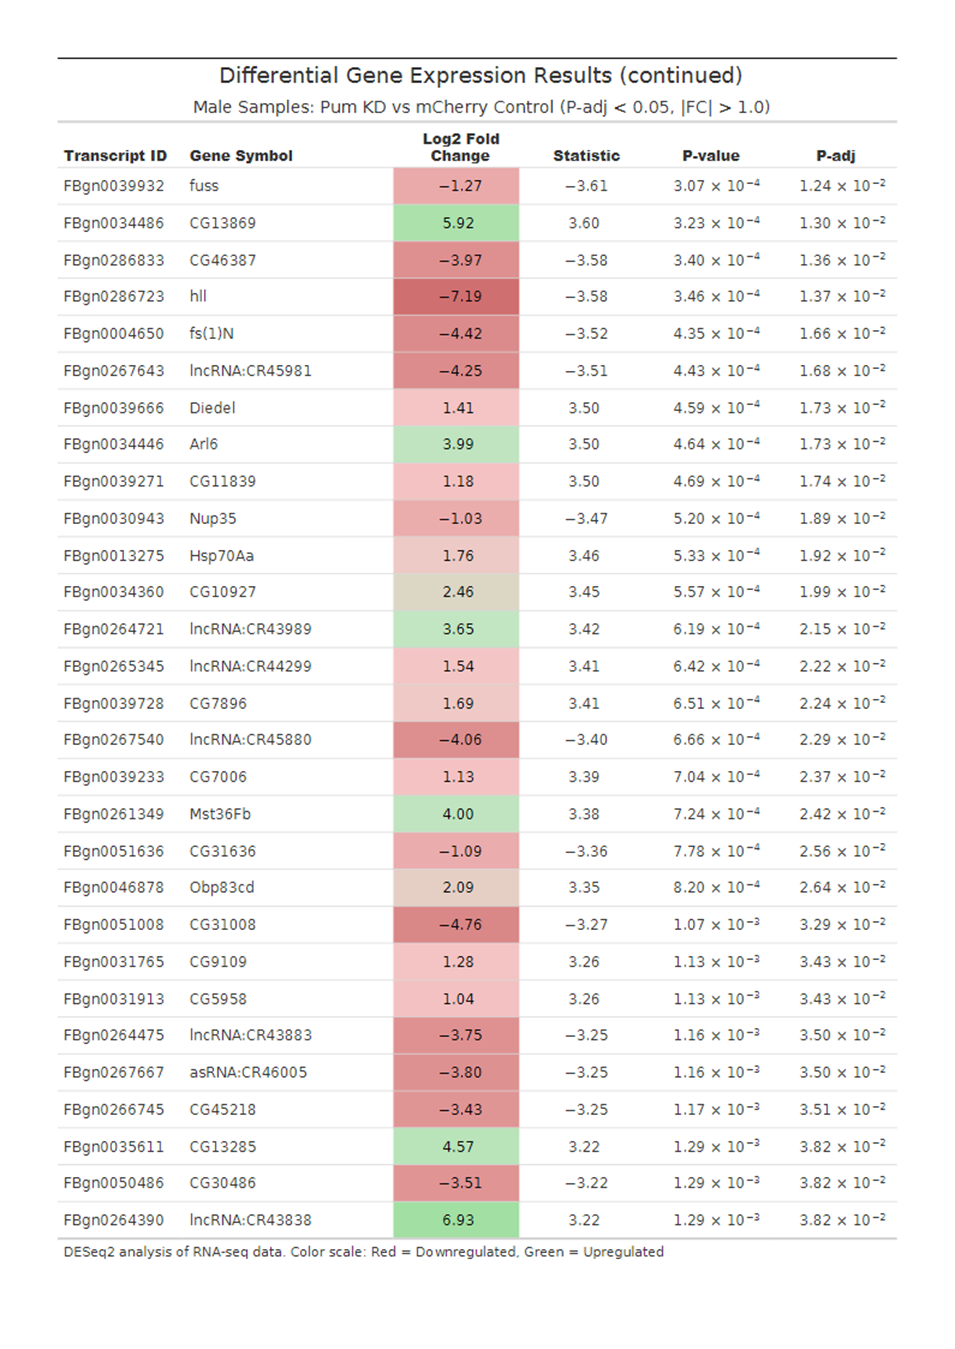

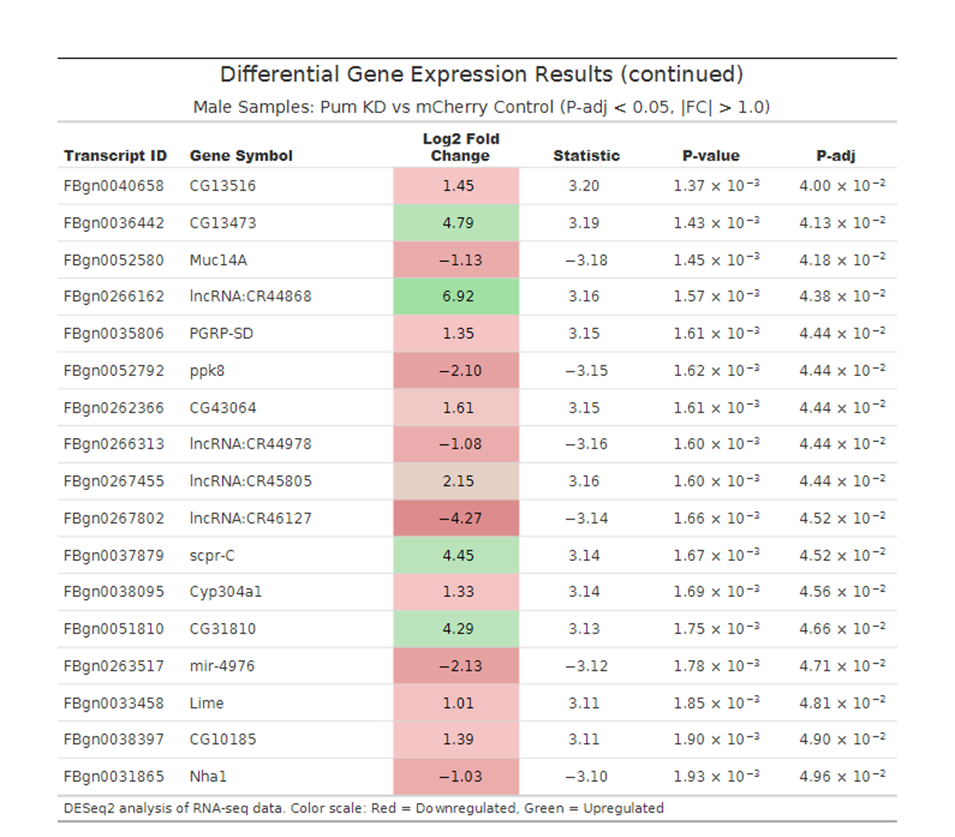

**Table S4. Differentially expressed genes (DEGs) in heads of male flies following peripheral *pumilio* knockdown.** List of the 220 genes found to be significantly differentially expressed (*P*-adj < 0.05, |log_2_FoldChange| ≥ 1.0) in the RNAseq analysis of heads from *esgGal4^ts^, Su(H)Gal80 > UAS-pum^RNAi^* flies compared to *esgGal4^ts^, Su(H)Gal80 > UAS-mCherry^RNAi^* controls. The background color of the log_2_ fold change value indicates upregulation (green) or downregulation (red).

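The authors' deposited table calls 159 genes higher and 61 lower in pum kd heads. On the deposited counts, before batch correction, 168 of these 220 genes had groups that did not overlap, 129 had an unadjusted p under 0.05 by edgeR's quasi-likelihood test, and 68 had 0 counts in every library of one genotype. The genes were selected on these same libraries, so these shares exceed what unselected genes show. The values in the authors' table come after ComBat-seq, which adjusted the counts for 2 batches before the genotypes were compared.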

How the deposited data were processed for this re-analysis (not part of the article)

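RNA was measured in 6 libraries of male heads, 3 control and 3 pum kd, each from 10 pooled heads. The authors checked the reads with FastQC, trimmed them with Trimmomatic, aligned them to dm6 and counted them with STAR. The paper describes stranded libraries, and its text does not name the annotation or the strand setting of the counting. The authors deposited raw counts per gene, without normalization, in one table. In a second table they deposited a normalized signal, the gene counts after ComBat-seq divided by DESeq2's size factors, with log2 fold changes, a score (the Wald statistic) and p-values from DESeq2. The paper's text does not name the batches.

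The deposited counts were used for the tests. The rows that name no gene (ambiguous, multimapping, unmapped and no feature) held 11.5% to 14.2% of all counts of a library and were left out of library sizes and tests. The authors' table keeps such rows among those tested. Of the 17807 genes, 17710 were matched by identifier to the Ensembl annotation of dm6, which gave symbols, positions and exon lengths. No column of values per library was left unused. Within each condition the counts of every pair of libraries differed by far more than sampling noise, with a chi-square per degree of freedom of at least 44.0, so no library was counted as deposited more than once.

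Genes were tested in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood test, Benjamini-Hochberg adjustment), called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Gene families were tested with fry and camera in limma 3.58.1 and by Fisher's exact test. Principal components used log2 CPM with a prior count of 2. Limits for genes at 0 used a floor of 3 counts. DESeq2 1.42.0 and sva 3.50.0 (ComBat-seq) were used for alternatives. On counts simulated from the 10696 genes with 200 changed, edgeR called 190 of the changed genes (95%) and 3 unchanged genes, and DESeq2 called 193 and 23. The 200 were drawn only from genes above a minimum mean CPM, and their absolute log2 fold changes were all above 1. These shares therefore do not measure how many changed genes were missed among genes with few counts or smaller changes.

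The design, the thresholds, the gene families and most alternatives were set before the data were examined. The supplementary DESeq2 table, of which the copy at hand was shortened to 1756 genes and holds all 220 calls, had been opened before that, so the families and lists were not chosen blind to the authors' calls. The genes named are those that the text names from these data, those labelled in the volcano plot, and up to 5 called genes in each direction with the lowest p-values. Other genes named are said to have been chosen after their values were seen.

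The alternatives set beforehand were DESeq2, RLE size factors, no filter or a filter on mean CPM, a robust dispersion estimate, the replicate number as a block, ComBat-seq by replicate number, each library left out in turn, camera in place of fry, and other genes or another transformation for the principal components. An edgeR fit on whole reads worked back from the authors' normalized values was also planned and not run. Alternatives added after the data were seen were the authors' batches as a term, ComBat-seq by those batches followed by edgeR or DESeq2, limma on the authors' normalized values with a pseudocount of 1, a correction for gene length by a smooth curve in each library with a span of 0.3, and counts divided by an estimated number of reads per molecule.

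To find the authors' batches, 25 divisions of the 6 libraries were tried in ComBat-seq with genotype as the group. Exactly 1 gave back 100% of the authors' normalized values, with control replicates 1 and 2 and pum kd replicate 1 in one batch and the other libraries in the second, and the next best gave back 1.84%. Of 48 filters on rows tried, 1 gave exactly the 10384 rows of the authors' table, at least 10 corrected counts in at least 3 libraries.

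Lists of genes typical of the antenna, testis, accessory gland, midgut, head fat body and photoreceptors, of sex and of the circadian clock were written before the counts were examined. GO enrichment was not repeated, since no GO annotation was used here, and the behavioural and single-nucleus data were not analysed here.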

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

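The genes below were picked after their values were seen, as genes outside the authors' table with at least 1000 reads in total and a mean in pum kd heads above every control library, and the test below was chosen after the result was seen.

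6 genes met this description, out of 1555 genes with over 20 reads that are outside the authors' table. Mean normalized counts in pum kd heads were 52.17 CPM for CecA1, 29.42 for CecA2, 9.422 for CecB, 53.89 for PGRP-SC2, 13.61 for CG43920 and 12.61 for IBIN. CecA1, CecA2 and CecB lie next to each other on chromosome 3R, and reads of such similar genes could be split between them by the counting. All 6 had 0 counts in pum kd replicate 1. CecA1 had 2479 and 3251 counts in pum kd replicates 2 and 3, CecB had 99 and 922, PGRP-SC2 had 5786 and 261, CG43920 had 1530 and 0, and IBIN had 1295 and 117. So pum kd replicate 2 decides the values of PGRP-SC2, CG43920 and IBIN, and pum kd replicate 3 that of CecB. Without pum kd replicate 2, CG43920 has 0 counts in every library. Control replicate 2 also had 65 counts of CecA1 and 218 of CecA2. The edgeR adjusted p was 0.514 for CecA1, 0.993 for CecA2, 0.593 for CecB and 0.461 for PGRP-SC2, and the other 2 genes did not pass the filter on low counts.

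A candidate explanation is immune activity that differed between pools of flies of one genotype. Over the 29 antimicrobial peptide genes tested, pum kd replicate 1 was at or under the highest control library in 17, whereas pum kd replicate 2 was above every control library in 18 and pum kd replicate 3 in 16. An effect of genotype that was weaker in one pool cannot be told apart from it, because each pool was sequenced once.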

How the results depend on the processing

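The authors' batches, the gene length correction, limma on the authors' values and the reads per molecule were chosen after seeing the data, and the other alternatives before the data were examined.

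The number of genes called was 11. It was 55 with DESeq2 on the deposited counts (39 higher, 16 lower), 73 when every gene with at least 1 count was tested (62 higher, 11 lower) and 70 with ComBat-seq by replicate number followed by edgeR (54 higher, 16 lower). All 11 genes were among the calls in each of these. It was 11 with RLE size factors, 13 with a minimum mean CPM of 1 and 14 with a robust dispersion estimate. Across the 6 fits that each left out one library it ranged from 1, without control replicate 3, to 30, without control replicate 2, and was 7 without pum kd replicate 2. Among the added alternatives it was 10 with the authors' batches as a term, 29 with ComBat-seq by those batches followed by edgeR, 220 with ComBat-seq by those batches followed by DESeq2 (159 higher, 61 lower), 40 with limma on the authors' normalized values, 26 with the gene length correction (17 higher, 9 lower) and 15 with counts divided by reads per molecule. A change in the number of genes tested changes the adjustment, but this alone does not account for the 73 calls. In that edgeR fit the adjusted p was 1.58e-09 for Strica and 6.99e-09 for CG33639. These lie under the unadjusted p of the same genes with the filter on low counts, 3.37e-08 and 5.86e-07 by edgeR. Apart from ComBat-seq with DESeq2, the causes of the changes in number were not tested. Pum and Kr-h1 kept their direction and were called under no alternative.

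With the replicate number as a block, 14 genes were called, 9 of them among the 11. The correlations of same-numbered libraries' deviations from their group means were -0.0869, -0.0211 and 0.014, so the numbers do not pair the libraries. The fry adjusted p of the heat shock genes was 0.154 under the block.

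The log2 fold change of Hsp83 ranged from 1.28 to 1.49 with each library left out, with an edgeR adjusted p from 0.0104 to 0.314, above 0.05 without control replicate 3, pum kd replicate 1 or pum kd replicate 2. Only Strica of the 11 called genes was called under every alternative run. The fry adjusted p of the heat shock genes ranged from 0.00260 to 0.153 with each library left out, and was above 0.05 without control replicate 1, 2 or 3 or pum kd replicate 3.

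The odorant-binding protein genes changed direction, at a fry adjusted p of 0.985 with a minimum mean CPM of 1, 0.376 with the gene length correction, and within the range of 0.493 to 0.945 over the fits that left out a library, where the direction changed without control replicate 1 (0.736) and pum kd replicate 1 (0.845). The olfactory receptor genes changed direction with a minimum mean CPM of 1 (0.812). Camera at its preset correlation gave 1.12e-05 for the antimicrobial peptide genes and 0.0109 each for the cytochrome P450 and clock genes. The cause was not tested.

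The first principal component held 29.5% of the variance, and 45.1% with the variance stabilizing transformation, 42.8% after ComBat-seq by replicate number, 37.3% after ComBat-seq by the authors' batches, 37.7% on the authors' normalized values, and 54.4% with the variance stabilizing transformation after ComBat-seq by the authors' batches. The second held 23.0%, and in the same order 30.5%, 19.9%, 24.4%, 24.7% and 17.1%, and 24.3% with the gene length correction. With each library left out, the first ranged from 31.2% to 36.5% and the second from 25.5% to 27.7%. The cause was not tested.

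The log2 fold change of Met, -0.04, changed sign to 0.013 when every gene with at least 1 count was tested, 0.030 with ComBat-seq by replicate number, 0.063 with ComBat-seq by the authors' batches followed by edgeR, 0.036 with the same followed by DESeq2, 0.045 with limma on the authors' values and 0.087 with the gene length correction. With each library left out it ranged from -0.11 to 0.13, positive without control replicate 1 (0.13) and pum kd replicate 1 (0.083). Of the other comparisons of a named gene with an alternative, 415 kept their direction and side of the threshold, 95 newly passed it and 26 no longer did.

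The edgeR fit on whole reads worked back from the authors' normalized values was not run. Depth limits the genes with few counts. At 13.9 to 22.2 reads per molecule, as estimated, a count of 0 in a library leaves room for up to 66.7 reads in the library with the highest limit, in place of 3.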

Differences from the paper's values

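The number of differentially expressed genes was 11 here and 220 in the paper, with 9 against the 159 higher genes and 2 against the 61 lower genes of the paper's supplementary table. None of the alternatives set before the data were examined came within 1.5 times of these. The nearest to the total was 73, when every gene with at least 1 count was tested. For the lower genes the nearest was 16, with DESeq2 on the deposited counts and with ComBat-seq by replicate number followed by edgeR. DESeq2 after ComBat-seq by the authors' batches, chosen after seeing the values, gave 220, 159 and 61. The paper's methods name these tools, and not the batches.

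The log2 fold change of Hsp83 was 1.39 against the paper's 1.47, within its error, and the adjusted p was 0.0159 by edgeR against the paper's 2.04e-39. DESeq2 on the deposited counts gave 1.07e-13, and no alternative set before the data were examined reached the paper's value. DESeq2 after ComBat-seq by the authors' batches, chosen after seeing the values, reached it.

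The first principal component held 29.5% of the variance against the paper's 57%. Of the alternatives set before the data were examined, the variance stabilizing transformation, at 45.1%, and ComBat-seq by replicate number, at 42.8%, came within 1.5 times of it, and all genes in place of the 500 most variable and the fits that left out a library did not. The variance stabilizing transformation after ComBat-seq by the authors' batches, chosen after seeing the values, gave 54.4%.

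6 of the 29 named genes that the copy of the supplementary table holds differed in log2 fold change by more than the larger standard error. AttA was at 3.37 against the paper's 5.08 (standard error 1.34), AttC at 4.52 against 8.35 (1.82), DptB at 5.17 against 8.26 (2.00), TotX at 0.79 against 1.15 (0.30), Lsd-1 at 1.13 against 1.43 (0.20) and NT5E-2 at -1.54 against -1.86 (0.28), where the second value is the paper's. Of the alternatives set before the data were examined, leaving out control replicate 2 brought AttA, AttC, DptB, TotX and Lsd-1 within the error, and leaving out pum kd replicate 1 brought AttA. Every gene with at least 1 count and ComBat-seq by replicate number brought TotX and Lsd-1, the replicate block TotX and NT5E-2, leaving out pum kd replicate 2 TotX and Lsd-1, leaving out pum kd replicate 3 TotX, Lsd-1 and NT5E-2, and leaving out control replicate 3 NT5E-2. The other alternatives set beforehand did not. ComBat-seq by the authors' batches, followed by edgeR or DESeq2, brought all 6 within the error and was chosen after seeing the values. So were limma on the authors' values, which brought AttA, TotX, Lsd-1 and NT5E-2, and the authors' batches as a term, which brought TotX, Lsd-1 and NT5E-2.

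Genes that the paper calls and the edgeR fit did not were called under other settings. DESeq2 on the deposited counts called Hsp23, Obp56a, Obp19a, Lsd-1, Acsx2, NT5E-2, CG4650, asRNA:CR43767, CG4962, CG42329, se, Hsp26 and lncRNA:CR44602. Testing every gene with at least 1 count called these except CG42329, and also AttC, DptB and Obp69a. ComBat-seq by replicate number called Obp56a, Obp19a, Lsd-1, CG4650, asRNA:CR43767, CG4962, CG42329, se and lncRNA:CR44602. A minimum mean CPM of 1 called asRNA:CR43767, a robust dispersion estimate asRNA:CR43767 and Hsp26, and the replicate block Obp19a. Leaving out control replicate 1 called se, control replicate 2 Hsp23, Lsd-1, asRNA:CR43767, CG42329 and Hsp26, and pum kd replicate 3 Obp19a. Of the alternatives chosen after seeing the values, DESeq2 after ComBat-seq by the authors' batches called every one of these genes and AttA and TotX. The same correction followed by edgeR called Lsd-1, NT5E-2, CG4650, asRNA:CR43767, CG4962, CG42329, se and lncRNA:CR44602. Limma on the authors' values called these and Hsp23, Obp69a, Obp19a and Hsp26. The gene length correction called Hsp23, Obp56a, Obp19a, NT5E-2, asRNA:CR43767, CG42329 and Hsp26, the authors' batches as a term CG4962, and counts divided by reads per molecule Hsp26.

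The paper describes samples that cluster by genotype over its top 40 genes. Over all genes tested here, control replicate 2 joined the other 5 libraries last. The paper speaks of upregulated olfactory genes, and here 20 odorant-binding protein genes were higher and 11 lower, and 7 olfactory receptor genes higher and 8 lower.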

Other observations

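The tests of depth, summed Hsp70 copies, the distance between genes found in one genotype and their number over splits, and few starting molecules were set before their results were seen, the distances as a test of linked variants only, and all other tests below were chosen after.

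Other splits of the libraries gave results of similar size. Of the 10 splits of the 6 libraries into 3 and 3, 2 gave as many called genes as the 11 of the real one, the second being control replicates 1 and 3 with pum kd replicate 3 against the others, with 20. With 10 splits no share can fall under 0.1. The split along the authors' batches gave 0 genes, with 145 at an unadjusted p under 0.05. Difference in depth did not account for the calls, since 10 of the 11 remained when all libraries were thinned to the smallest total.

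Gene length separated the libraries. Across genes, which are not independent, Spearman's correlation of each library's deviation with exon length was 0.455, -0.439 and 0.219 in control replicates 1, 2 and 3, and -0.508, -0.0852 and 0.184 in pum kd replicates 1, 2 and 3. In the split with 20 called genes, 392 genes had an edgeR adjusted p under 0.05 at any fold. The 260 genes higher in control replicates 1 and 3 and pum kd replicate 3 had a median exon length of 10013 bases and the 132 lower genes 852, against 2003.5 for all genes tested. After a length correction 0 genes were left at that threshold, with 778 at an unadjusted p under 0.05, so a length bias may account for that split. It did not account for the genotype calls, since all 11 stayed called, or for the heat shock genes, with a fry adjusted p of 0.0257 after the correction. The log2 fold change of pum, a long gene, went from -0.40 to -0.14 (standard error 0.10). RNA integrity and library preparation stay open as sources of the trend and were not tested.

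ComBat-seq with genotype as the group, followed by DESeq2, called more genes than DESeq2 alone. On 10 sets of counts simulated with no effect of genotype or batch, it called a median of 115.5 genes (101 to 124), DESeq2 alone 5.5 (1 to 11) and ComBat-seq without the group followed by DESeq2 14.5 (4 to 25). EdgeR called a median of 1, and 0 after ComBat-seq. So part of the added calls may come from the correction using the genotypes that are then tested, though the 220 on the real counts exceed the 124 of the simulations. Of the 9 splits that are not the batches themselves, 3 gave at least 220 genes in the same steps, the real split included, and the others gave 74 to 140. The other 2 gave 220 and 324, and both place control replicates 1 and 3 on one side. So does the split that adds pum kd replicate 1 to them, which gave 92. A first version of this count, over all rows in place of the authors' rows, gave 1 split fewer. With 9 splits no share can fall under 0.05.

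The heat shock genes were higher in every pum kd library, in 18 of the 22 genes without overlap. In 1 of the 10 splits, the real one, the fry p-value was as small, which is the least that 10 splits allow. Reads shared between Hsp70 copies do not account for it, since the 6 copies summed gave a log2 fold change of 2.68. Handling of the pooled flies of each genotype cannot be told apart from genotype for the 18 genes, because the flies of a genotype were kept together before freezing. The paper names the recovery period at 29 °C as a possible influence. An effect of pum knockdown stays open and untested against it.

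For the other families, splits with a fry p-value as small as the real one numbered 10 of 10 for the odorant-binding protein genes, 3 for the antimicrobial peptide genes, 7 for the olfactory receptor genes, 2 for the cytochrome P450 genes and 2 for the clock genes. For the last 2 families the split with the smaller p-value was the one that followed gene length.

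Low counts were scarce. Over the 6 libraries 2234 values were from 1 to 9 and 3681 from 10 to 18, and the low counts peaked at 17, 20 and 11 in control replicates 1, 2 and 3, and at 11, 10 and 11 in pum kd replicates 1, 2 and 3. A filter on low counts would leave hardly any such values and one edge shared by all libraries, which these values exclude. A candidate explanation is few starting molecules with many reads each. Genes expected at 20 to 40 reads were at 0 in 12.8455% of cases or more, where Poisson counting gives at most 1.57e-08%. From these shares each molecule would have 13.9 to 22.2 reads. Variation between pools also adds zeros, so these are upper estimates of the reads per molecule. Other ranges of expected reads were looked at as well.

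4 genes had 0 counts in every control library and at least 30 in every pum kd library, asRNA:CR43767, CG16995, CG4650 and lncRNA:CR44602, and none the reverse. All 4 lie on chromosome 2L, starting at 1158576, 2307948, 14773814 and 15807181. By the paper's list of genotypes, the only transgenes that differ between the genotypes are on the third chromosome, and 0 of the 4 genes lie there, which argues against strain variants linked to the transgenes. The median distance to the nearest other such gene was 1.09 Mb, against 17.9 Mb for 10000 random lists matched on expression (one-sided permutation p = 0.0068). In 1 of the 10 splits, the real one, were as many genes found on one side only. Strain variants not linked to the transgenes cannot be told apart from an effect of pum knockdown, because there are only 4 genes, each with few molecules, and no variants were called. The antisense gene is uncertain, as the strand setting of the counting is not stated.

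Genes typical of the antenna were uneven. Summed over a list of 18, of which 2 are among the authors' calls, 2 have a control mean over 5 CPM and 0 are on another list, normalized counts were 43.9, 55.1 and 52.5 CPM in control replicates 1, 2 and 3, and 245, 102.5 and 56.5 CPM in pum kd replicates 1, 2 and 3. Obp83a, the most abundant with Obp83b in pum kd replicate 1, was at 63.8, 18.8 and 0.50 CPM in the pum kd libraries. A candidate explanation is different amounts of antennal tissue left on the pooled heads. The test took genes with a mean under 5 CPM in control heads. In a first version, which let ties count and took genes with as few as 10 reads, 18 of 37 genes followed the order of pum kd replicates 1, 2 and 3, where chance gives 16.7%. The test was revised after that was seen. With a strict order and at least 100 reads, 7 of 10 genes followed it (exact binomial p = 0.000268, genes not independent), but these include the genes whose sum showed the order. Without the limit on the control mean it was 7 of 13 (exact binomial p = 0.0024), the 3 added genes being Ir76a, Or43b and Or63a. Among the olfactory receptor genes outside the list with at least 100 reads, 0 of 2 followed it, and 0 of 3 without the limit. Genes of the odorant-binding protein family outside the list were not part of this test. Among those with a control mean under 5 CPM, Obp19a was at 24.5, 8.17 and 0.44 CPM in pum kd replicates 1, 2 and 3. Obp28a (24.3, 5.47 and 1.03 CPM), Obp69a, Obp83g and Obp85a also followed the order. Obp19c, Obp99a, Obp83cd and Obp57e did not. The explanation cannot be told apart from an effect of genotype that differs between pools, because either could give this order and each pool was sequenced once.

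No list had a fry p-value under 0.05. The unadjusted fry p was 0.383 for the antenna, 0.944 for testis, 0.538 for accessory gland, 0.706 for midgut, 0.586 for head fat body, 0.763 for photoreceptors, 0.875 for sex and 0.148 for the circadian clock. The accessory gland list had 1 gene tested and the testis list 3.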
